# Effect of emodin on long non‐coding RNA‐mRNA networks in rats with severe acute pancreatitis‐induced acute lung injury

**DOI:** 10.1111/jcmm.15525

**Published:** 2021-01-12

**Authors:** Caiming Xu, Yalan Luo, Michael Ntim, Weili Quan, Zhaoxia Li, Qiushi Xu, Liu Jiang, Jingwen Zhang, Dong Shang, Lei Li, Guixin Zhang, Hailong Chen

**Keywords:** acute lung injury, acute pancreatitis, emodin, lncRNA, mRNA

## Abstract

Long non‐coding RNAs (lncRNAs) contribute to disease pathogenesis and drug treatment effects. Both emodin and dexamethasone (DEX) have been used for treating severe acute pancreatitis‐associated acute lung injury (SAP‐ALI). However, lncRNA regulation networks related to SAP‐ALI pathogenesis and drug treatment are unreported. In this study, lncRNAs and mRNAs in the lung tissue of SAP‐ALI and control rats, with or without drug treatment (emodin or DEX), were assessed by RNA sequencing. Results showed both emodin and DEX were therapeutic for SAP‐ALI and that mRNA and lncRNA levels differed between untreated and treated SAP‐ALI rats. Gene expression profile relationships for emodin‐treated and control rats were higher than DEX‐treated and ‐untreated animals. By comparison of control and SAP‐ALI animals, more up‐regulated than down‐regulated mRNAs and lncRNAs were observed with emodin treatment. For DEX treatment, more down‐regulated than up‐regulated mRNAs and lncRNAs were observed. Functional analysis demonstrated both up‐regulated mRNA and co‐expressed genes with up‐regulated lncRNAs were enriched in inflammatory and immune response pathways. Further, emodin‐associated lncRNAs and mRNAs co‐expressed modules were different from those associated with DEX. Quantitative polymerase chain reaction demonstrates selected lncRNA and mRNA co‐expressed modules were different in the lung tissue of emodin‐ and DEX‐treated rats. Also, emodin had different effects compared with DEX on co‐expression network of lncRNAs Rn60_7_1164.1 and AABR07062477.2 for the blue lncRNA module and Nrp1 for the green mRNA module. In conclusion, this study provides evidence that emodin may be a suitable alternative or complementary medicine for treating SAP‐ALI.

## 1 INTRODUCTION

Acute pancreatitis (AP) is an inflammatory disease of the pancreas, diagnosed by abdominal pain and increased concentrations of serum amylase and lipase.^1^ In 80% of AP patients, the pancreatic injury is mild and recovery is without complication.^1^ However, 15%‐20% of AP patients will develop severe acute pancreatitis (SAP) and this can have an overwhelming mortality rate of 20%‐30%.^2^ Acute lung injury (ALI) and acute respiratory distress syndrome (ARDS) are the most common and early remote organ complications of SAP, which can result in a poor prognosis. ALI has been reported to occur in approximately 10%‐25% of all AP cases, accounting for 60%‐70% of SAP‐associated deaths within the first seven days.^3^, ^4^ However, the mechanisms involved in SAP‐ALI remain unclear, and effective drug treatments for SAP‐ALI are limited.^5^ Therefore, it is necessary to explore the mechanisms and potential treatment strategies for SAP‐ALI.

Many animal models have been established to investigate SAP‐ALI pathogenesis as well as to assess potential drug effectiveness.^6^ The therapeutic effects of dexamethasone (DEX) and other drugs have been evaluated in these animal models and SAP‐ALI patients.^7^, ^8^, ^9^, ^10^ It is notable that DEX decreases inflammatory mediators but fails to reduce tissue injury in the lungs of SAP rat models.^10^ Emodin is a natural anthraquinone derivative, which is isolated from the roots and rhizomes of numerous plants, moulds and lichens.^11^ Emodin is an active ingredient derived from the Chinese herbal medicine known as rhubarb, which has multiple therapeutic and pharmacological activities including but not limited to anti‐inflammation, immunosuppression, anti‐fibrosis and anti‐neoplastic activities.^12^, ^13^, ^14^, ^15^ Previous studies demonstrated that emodin significantly decreased mortality in SAP rats and produced therapeutic effects by reducing intestinal mucous, maintaining an optimal intestinal flora, enhancing peristalsis of the intestines, elevating secretory immunoglobulin A levels, inhibiting caspase‐1 and NF‐κB activation as well as downstream inflammatory cytokine release, inducing circulating neutrophil apoptosis and scavenging oxygen free radicals.^16^, ^17^, ^18^, ^19^, ^20^, ^21^, ^22^ Our previous research demonstrated than emodin up‐regulates aquaporin‐5 and aquaporin‐1 expression as well as reduces claudin‐4 and claudin‐5, which contribute to the prevention of pulmonary oedema and protect the alveolar epithelial barrier in SAP‐ALI rats.^23^, ^24^ Thus, emodin may target diverse signal transduction cascades, which in combination with other drugs may be a useful treatment for inflammatory diseases.^11^ However, more work is required to fully evaluate the therapeutic effect of DEX and emodin, as well as their potential molecular mechanisms of action.

Multiple studies have demonstrated non‐coding RNAs (microRNAs, lncRNAs and circRNAs) to interact with each other and to target human genes. These RNAs play important roles in the pathogenesis of diseases and are therefore potential biomarkers and therapeutic targets for these diseases.^25^, ^26^, ^27^, ^28^ In fact, miR‐21 is overexpressed in a murine model of acute pancreatitis, affecting RIP3‐dependent pathologic necrosis.^29^ Abnormal levels of plasma microRNAs may be potential biomarkers that can predict ALI after SAP.^30^, ^31^ Moreover, miR‐542‐5p and miR‐339‐3p protect mice from ALI and SAP by different cell signalling pathways.^5^, ^32^ Further, emodin alleviates sodium taurocholate‐induced pancreatic acinar cell injury via microRNA‐30a‐5p‐mediated inhibition of inflammatory signalling pathways.^33^ Furthermore, emodin attenuates apoptosis and inflammation induced by LPS through the up‐regulation of the lncRNA, TUG1, in murine chondrogenic ATDC5 cells.^34^ It is notable that lncRNAs regulate transcription and influence mRNA processing and post‐transcriptional regulation.^35^, ^36^ Hence, emodin may function through lncRNA‐mRNA networks. However, to the best of our knowledge, there is no evidence of the effect of emodin on lncRNA‐mediated signal transduction networks in SAP‐ALI.

In this study, we have been suggested that the therapeutic effects of emodin and DEX in SAP‐ALI rats are associated with different lncRNAs‐mRNA co‐expression networks. To validate this hypothesis, transcriptome analysis of lung tissues was performed to assess whether lncRNAs‐mRNAs co‐expression networks are associated with the pathogenesis and drug treatment outcomes of SAP‐ALI rats. The purpose of this study is to identify differences in the therapeutic effects of emodin and DEX in rats with SAP‐ALI. Particularly, we assessed whether emodin and DEX ameliorate SAP‐ALI outcomes by different lncRNA‐mediated signal transduction networks in rats. The results of this study will advance the current knowledge and provide evidence to support the use of emodin as a suitable alternative or complementary medicine to DEX treatment of SAP‐ALI.

## 2 MATERIALS AND METHODS

### 2.1 Materials

Emodin (E8390, purity ≥ 98%), carboxymethylcellulose sodium (C8621) (Solarbio Science and Technology Co.), sodium taurocholate (86339) (Sigma‐Aldrich), dexamethasone (DEX) sodium phosphate injectable (Zhengzhou Ling Rui Pharmaceutical Co., Ltd), 10% neutral‐buffered formalin (Wexis Biotechnology Limited Company) and pentobarbital sodium (Merck KGaA) were the chemicals used in this study.

### 2.2 Animals

Sixty healthy male Sprague Dawley (SD) rats (specific pathogen‐free, eight weeks old, 180‐220 g) with animal licence number SYXK (Liao) 2013‐0003 were purchased from the Laboratory Animal Center of Dalian Medical University. Another animal licence number, SCXK (Liao) 2013‐0006 (with qualified number 211003700), was also acquired. The animals were housed in PVC cages. The temperature was controlled at 22 ± 2°C in a room with 12 hours light‐dark cycles and free access to standard laboratory food and drinking water for one week prior to the experiments. All animal experiments were conducted in accordance with the European Union animal management practices recommendations (1986). The protocols for model preparation and treatment were reviewed and approved by the Institutional Animal Care and Use Committee of Dalian Medical University (NO. AEE18019).

### 2.3 SAP model and experimental design

Animals were randomized into five groups (n = 12 per group); the control group, the sham‐operated group, the SAP model group, the SAP‐DEX‐treated group, and the SAP‐emodin‐treated group. Furthermore, each group was subdivided into 6 and 24 hours subgroups. Briefly, SD rats were denied food for 12 hours but had free access to water and were then given 1% pentobarbital sodium anaesthesia (intraperitoneal injection, 40 mg/100 g body weight) prior to the surgical operation. The SAP model was induced as previously described^33^ by administering fresh 5.0% sodium taurocholate (0.1 mL/100 g body weight) into the biliopancreatic duct by standard retrograde infusion. This procedure induced SAP and eventually resulted in a SAP‐induced ALI, which served as the model. Sterile saline of the same volume was given to the control group of animals. The sham group of animals had surgery to marginally rotate their pancreas. DEX (10 mg/kg body weight) was intravenously administered to the DEX group of animals at 2 and 12 hours post‐operation, and an equivalent volume of sterile saline was intravenously administered to the other groups of animals. Emodin (40 mg/kg body weight) was intragastrically given to the SAP‐emodin group at 2 and 12 hours post‐operation. An equal volume containing 0.5% carboxymethylcellulose sodium was intragastrically given to the other groups of animals. At 6 and 24 hours post‐operation, blood samples were taken via the abdominal aorta for arterial blood gas analysis and serum harvesting, and then stored at −80°C until used. At each time point, six rats were assessed. A portion of the lung tissue was fixed in 10% neutral phosphate formaldehyde. A needle was inserted from the ventriculus dexter into the pulmonary artery and irrigated with 9% sterile saline. The remaining portion of the lung was harvested and immediately stored at −80°C. Lung tissues from three of the six rats were used for RNA sequencing (RNA‐seq) and polymerase chain reaction (PCR) assessment. Figure 1A shows a brief flow diagram of the experimental design.

**Figure 1:**
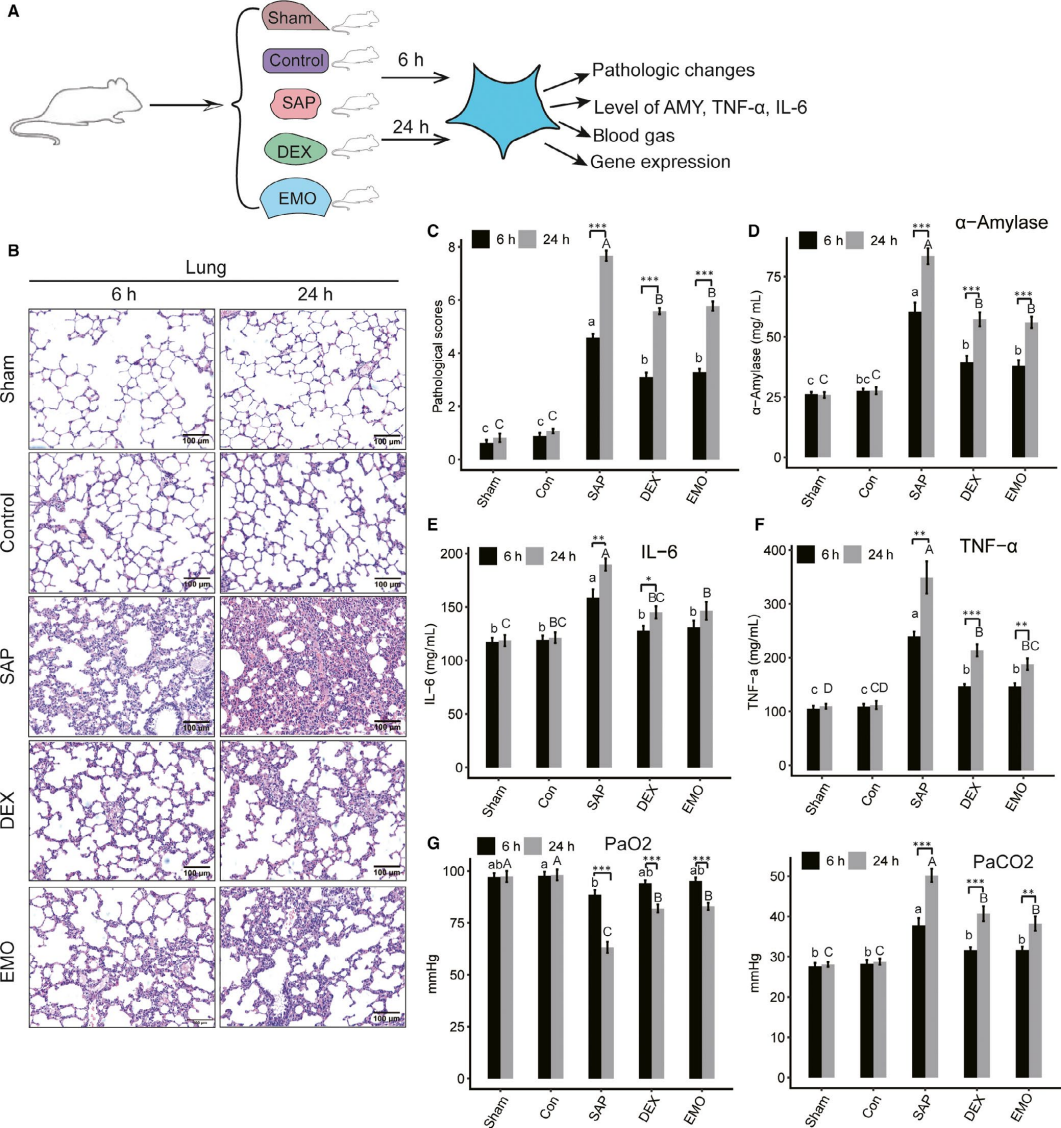
Pathologic characteristics of lung tissue from SAP‐ALI rats with drug treatment. A, The experimental design of this study. B, Haematoxylin‐eosin staining of lung tissue. A representative image of haematoxylin‐eosin staining of lung tissue was selected for each group. The scale bar is 100 μm. C, The analysis of pathological scores. D, Quantitative analysis of amylase (AMY). E, Quantitative analysis of TNF‐α. F, Quantitative analysis of IL‐6. G, Analysis of blood gas. PaO2 (left) and PaCO2 (right) in blood was measured. Data are presented as the means ± standard deviation (SD). Student's *t* test was performed to compare 6 and 24 hours for each group with significance set at a *P*‐value of <.05. *P < .05, **P < .01. Different letters on each bar (lowercase for 6 h and uppercase for 24 h, respectively) indicate significant difference between two groups (Tukey HSD, *P* < .05)

### 2.4 Histologic examination

Tissues were extracted from the pancreas and lungs and fixed in 10% neutral‐buffered formalin. The tissues were sectioned (size of 5 μm) and stained with haematoxylin and eosin (HE) as reported previously. Pathology tissue slices were critically examined with an optical microscope (Olympus BX53) by a pathologist blinded to the group and sample identities. Sections of the pancreas were scored for acinar necrosis, inflammation, haemorrhage and oedema based on a scale of 0‐4 for each parameter as previously described.^37^ Pulmonary histological assessment was based on oedema, leucocyte infiltration and haemorrhage on a scale of 0‐3 for each parameter.^38^

### 2.5 Measurement of AMY (α‐amylase), TNF‐α and IL‐6

Blood samples were collected from the abdominal aorta of the rats. After a 10 minutes centrifugation ( 845g), serum was obtained. AMY, TNF‐α and IL‐6 levels were determined with commercially available ELISA kits (Lengton Bioscience Co., LTD) in accordance with the manufacturer's protocols.

### 2.6 Analysis of blood gas

Blood taken from rat abdominal aortas was analysed with an automated analyzer for blood gas: RapidPoint 500 (SIEMENS, Berlin & Munich) at the Dalian Municipal Central Hospital Affiliated of Dalian Medical University.

### 2.7 RNA extraction, library construction and sequencing

Total RNA of each lung tissue sample was extracted using TRIzol Reagent (Ambion) according to the manufacturer's instructions. To eliminate any DNA present, RQ1 DNase (Promega) was added to the extracted total RNA. The absorbance of the purified RNA was measured to determine the quality and concentration with a Smartspec plus (BioRad) at 260 nm/280 nm (A260/A280). Agarose gel electrophoresis (1.5%) was conducted to verify the integrity of the RNA. For RNA‐seq library preparation, 10 μg of purified total RNA of each sample was purified and concentrated with oligo (dT)‐conjugated magnetic beads (Invitrogen). Polyadenylated mRNAs were used for the construction of a directional RNA‐seq library. Ion fragmentation of purified mRNAs was conducted at 95°C following end repair and 5′ adaptor ligation. The fragmented mRNAs were reverse‐transcribed with RT primer, known 3′ adaptors and random hexamers. Then, purification and amplification of the cDNAs were conducted. The 200‐500 bps of amplified cDNAs were collected. The cDNAs for each sample were quantified and stored at −80°C until sequencing. For high‐throughput sequencing, the libraries were prepared using the manufacturer's protocols and the Illumina HiSeq 2000 system for 150 nucleotide (nt) paired‐end sequencing (ABlife, Inc).

### 2.8 Raw data cleaning and mapping statistics

Raw reads with more than 2‐N bases were discarded. Reads were processed to clip the adaptor and remove the low‐quality bases (<20). Shorter reads (<16 nt) were discarded using the FASTX‐Toolkit (Version 0.0.13, http://hannonlab.cshl.edu/fastx_toolkit/). The rats' genome sequence and annotation file (rat_ensembl_v6) were downloaded from the Ensembl database (http://asia.ensembl.org/index.html). The resultant clean reads were mapped to the rat genome by TopHat2 allowing for two mismatches.^39^ Reads that mapped to multi genomic locations were discarded. Uniquely mapped reads were used to count mapped read numbers and calculate the fragments per kilobase per million (FPKM) value of each gene.

### 2.9 Prediction of lncRNA

The lncRNA pipeline prediction method was as described previously.^40^ Detailed pipeline prediction and filtering thresholds were described as follows: (a) based on the aligned RNA‐Seq results, transcripts were assembled using Cufflinks V2.2^41^ with default parameters. The assembled transcripts having FPKM of 0.1 or more were retained for further analysis. (b) The filtered transcripts were compared with known rat genes by Cuffcompare. Cufflinks novel transcripts containing intergenic and antisense regions were retained as the candidate lncRNAs. Transcripts that had 1000 base pairs (bp) overlapping with known coding genes were discarded. (c) Coding potential score (CPS) for transcripts was calculated with coding potential calculator (CPC) software.^42^ Transcripts that were candidate lncRNAs had CPS values below zero. (d) Transcripts with more than one exons and longer than 200 bases were defined as lncRNAs. (e) LncRNAs for each sample were combined by Cuffmerge embedded in Cufflinks as the final list of lncRNAs. After discarding the antisense reads, the FPKM value for each lncRNA gene was re‐calculated. (f) LncRNAs of human and mouse were downloaded from the GENCODE database.^43^ Each lncRNA was annotated by aligning the rat lncRNAs to lncRNAs of the human and mouse using Blastn software at E‐value < 1e‐3. In addition, rat lncRNAs sequences were aligned to NONCODE^44^ and LNCipedia^45^ databases using a similar procedure. The lncRNAs were named based on the best alignment score of the above databases. The naming rule for lncRNAs was used as described in a previous study.^46^

### 2.10 Differentially expressed genes and lncRNA (DEGs and DElncRNA)

Based on the expression level of each gene in each sample, DEGs and DElcnRNAs were identified by using edgeR as previously described.^47^ DEG and DElncRNA were defined as a 2‐fold change and a *P*‐value < .05. DEGs and DElncRNAs from different comparison groups were placed together and assigned to one union set for further analysis.

### 2.11 Weighted gene co‐expression network analysis

Weighted gene co‐expression network analysis (WGCNA) was performed to obtain an expression module that differentiated genes by their expression features.^48^ FPKM files of DEGs by any comparison were used as the input. Based on gene expression patterns, WGCNA resulted in several gene modules. Each gene module had an eigengene, which reflected the expression pattern of the module. WGCNA was also performed to produce a lncRNA module. For WGCNA, the soft threshold (power) for lncRNAs and mRNAs was set at 7 and 16, respectively, based on scale‐free topology criteria.

### 2.12 Co‐expression network analysis of mRNAs and lncRNAs

Correlation coefficients with a *P*‐value were calculated for each pair of mRNA‐lncRNA based on their expression level in each sample. Both the positive (correlation coefficient > 0) and negative (correlation coefficient < 0) pairs were considered. An absolute correlation coefficient > .7 and a *P*‐value < .01 were set as the threshold for co‐expression between two genes. The expression network was constructed with the filtered gene pair. Based on the expression pattern module by WGCNA and the lncRNA‐mRNA correlation pairs, a network of lncRNA‐mRNA pairs of each lncRNA or mRNA module was constructed. The proceeding analysis was lncRNA‐mRNA network dependent.

### 2.13 GO analysis

To predict gene function, Gene Ontology (GO) analysis was conducted using a KOBAS 2.0 server.^49^ The enrichment of genes in each pathway was determined by the hypergeometric test and Benjamini‐Hochberg FDR at the corrected *P*‐value < .05.

### 2.14 RT‐qPCR validation of DElncRNAs and DEGs

Quantitative real‐time PCR (RT‐qPCR) was performed to validate the RNA‐seq data. The expression of selected DEGs and DElncRNAs was quantified by RT‐qPCR using GAPDH as a reference. RT‐qPCR was conducted for RNA samples that were used for RNA‐seq. RT‐qPCR conditions were as follows: denaturing at 95°C for 10 minutes, 40 cycles of denaturing at 95°C for 15 seconds, with annealing and extension at 60°C for 1 minute. RT‐qPCR for each sample was replicated three times. Primers for RT‐qPCR are found in Table S1.

### 2.15 Statistical analysis

Unpaired two‐tailed *t* tests were performed to compare pathological evaluation and RT‐qPCR data from two different groups. Analysis of variance (ANOVA) with subsequent Tukey's honestly significant difference (HSD) test was performed to compare differences among groups for the pathological score, AMY, TNF‐α, IL‐6 and blood gas results. SPSS software Version 19 (IBM) was used for the statistical tests. Statistical significance was set at probability (*P*) values <.05 (*P* < .05). Each group had at least three biological replicates (n ≥ 3). The data are presented as means ± standard deviation (SD).

## 3 RESULTS

### 3.1 Both emodin and DEX protect rats from acute pancreatitis and acute lung injury

The effect of emodin on lung tissue gene expression profiles was explored by first evaluating the pathologic changes and key physiological indices of SAP‐ALI rats (Figure 1A). Significant pathologic changes were observed in the pancreatic and pulmonary tissues of rats in each group compared with the control and sham groups, suggesting that the SAP‐ALI rat model was established successfully (Figure 1B,C, and Figure S1A,B). The pathological lung injury was 100%, 66.7% and 50% for SAP, DEX and Emodin groups, respectively. In the pancreas of SAP‐6h and SAP‐24h rats, pancreatic oedema, a large number of inflammatory cell infiltrations, extensive haemorrhage and multiple pancreatic acinar necrotic cells were observed. These findings were more severe in the SAP‐24h rats. Similarly, severe pulmonary oedema, infiltration of a large number of inflammatory cells and haemorrhage in multiple areas were also observed in the lungs of the SAP‐6h and SAP‐24h rats. These findings were more severe in the SAP‐24h rats. Furthermore, pathological damage in the emodin and DEX groups was reduced significantly compared with the SAP group at both 6 and 24 hours (Figure 1B,C, and Figure S1A,B).

Compared to control and sham rats, AMY was elevated significantly in the SAP rats. The levels were higher in the SAP‐24h compared with the SAP‐6h rats. Emodin and DEX significantly decreased the level of AMY in SAP rats at both 6 and 24 hours (Figure 1D). Compared to control and sham rats, serum TNF‐α and IL‐6 levels were both dramatically increased in the SAP rats, with greater expression in the SAP‐24h rats compared with the SAP‐6h rats. Emodin and DEX significantly decreased the levels of TNF‐α and IL‐6 when compared to SAP rats at both 6 and 24 hours (Figure 1E,F).

Blood gas analysis showed reduced blood oxygen concentration and an elevated carbon dioxide level for the SAP rats, which was compensatory for SAP‐6h but not SAP‐24h rats. Emodin and DEX significantly improved breathing and blood gas indices compared with SAP groups, especially when the rats were in a decompensating stage (SAP‐24h group) (Figure 1G). These results demonstrate that both emodin and DEX ameliorate SAP‐induced ALI in rats.

### 3.2 Emodin up‐regulates the expression of mRNAs and lncRNAs in lung tissue of sham rats with SAP‐ALI while DEX produces an opposite effect

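Each of the 30 RNA-seq libraries came from the lung of 1 male Sprague Dawley rat, with 3 rats in each of 10 groups. Lungs were taken 6 or 24 hours after the operation. The pancreas was only moved in the Sham groups, and saline was infused into the biliopancreatic duct in the Con groups. In the SAP, DEX and Emo groups the infusion was 5.0% sodium taurocholate, a bile salt that injures the pancreas. DEX, a synthetic glucocorticoid, was given intravenously at 10 mg/kg, and emodin, an anthraquinone, was given into the stomach, each at 2 and 12 hours, so that rats studied at 6 hours had received 1 dose. The paper gives the emodin dose as 40 mg/kg, and the sample labels give 10 mg/kg in the description and 40 mg/kg in the protocol.
The authors sequenced polyadenylated RNA from directional libraries as paired reads, clipped adaptors and low-quality bases, and mapped the reads with TopHat2 to the Ensembl rat genome that they call rat_ensembl_v6. Reads that mapped to more than 1 position were discarded, and the remaining reads were counted on genes and used for FPKM. The deposited values are these counts, without normalization, and FPKM values rounded to 2 decimals. The paper's text does not name the counting program.
From the counts, genes with too few reads in every group were removed by edgeR's filterByExpr (about 10 reads in at least 3 libraries and 15 reads in all), which left 15934 of 22914 genes. Library sizes were normalized by the TMM method. A single quasi-likelihood model with a term for each of the 10 groups was then fitted to all 30 libraries, which leaves 20 residual degrees of freedom. A DEG had an adjusted p-value under 0.05 (Benjamini-Hochberg, over all genes tested) and a change of at least 2-fold. In counts simulated from these libraries, the same steps called 170 of 200 changed genes (85%) and 11 unchanged genes. The simulated changes were all larger than 2-fold, lay outside the genes with the fewest reads and were drawn gene by gene. This share therefore does not hold for changes near 2-fold.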

To explore the transcriptome response to emodin, we performed RNA‐seq on the lung tissue of rats after SAP induction for 6 and 24 hours (SAP‐6h and SAP‐24h). SAP rats were treated with emodin (Emo‐6h and Emo‐24h) or DEX (DEX‐6h and DEX‐24h). We also assessed the lung tissue transcriptome of rats without SAP (Sham‐6h and Sham‐24h) and with SAP but injected with a salt solution into the pancreatic duct (Con‐6h and Con‐24h) (Figure 1A). 

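Reads counted on genes ranged from 16813949 in replicate 3 of SAP-6h to 34692306 in replicate 2 of SAP-6h. The median per group was lowest in Con-24h, with 23624783 reads, and highest in DEX-6h, with 31689753 reads. At this depth, reads were found on 17453 to 18822 genes per library, and the 10 most abundant genes took 10.3% to 18.2% of the reads. The spread between rats was much larger than the error of counting. For the 30 pairs of libraries within groups, the variance was 37.4 to 208 times that of counting alone (chi-square per degree of freedom, median 62.8), so intervals from read numbers would cover counting error only.
The paper's Table S2 gives 66961038 to 96612792 raw reads per library. It lists 48.8% to 54.7% of clean reads as uniquely mapped in the 12 Sham and Con libraries and 36.5% to 43.8% in the 18 libraries of rats given taurocholate. Reads counted on genes made up 61.4% to 72.1% of the uniquely mapped reads in the first set. In the second set they made up 79.2% to 106%, apart from 52.3% in replicate 3 of SAP-6h. Shares above 100% cannot arise if each uniquely mapped read is counted at most once. This split follows the infusion exactly, so that for any comparison of Sham or Con with the other groups, a difference in read processing and an effect of taurocholate cannot be told apart from these shares. Comparisons among the SAP, DEX and Emo groups lie within 1 side of the split, but their shares differ too, at 24 hours with 36.7% to 38.3% uniquely mapped in SAP-24h, 39.3% to 40.3% in DEX-24h and 42.4% to 43.8% in Emo-24h. In DEX-6h the share was 36.5% to 37.7% and in Emo-6h 37.4% to 37.9%. Comparisons of 24 with 6 hours in these 2 arms thus cross a difference as well.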

In total, 30 transcriptome data sets were obtained (each sample had three replicates) providing an average of approximately 80 million PE‐end reads for analysis (Table S2). We then aligned clean reads to the reference sequence of the rat by TopHat2^39^ with two mismatches, and then detected and characterized the expression pattern of the annotated genes (Figure 2A and Table S3). In addition, Cufflinks was used to perform transcript assembly and transcript reconstruction. A total of 2930 novel lncRNA genes were identified after a filtering series (Figure 2A and Table S4). 

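FPKM values were given for 22907 annotated genes, and 7 further genes appeared only among the counts. The genes classed as mRNA comprised 19058 protein-coding genes and 2143 genes of other types, among them 503 pseudogenes, 446 microRNA genes, 414 small nucleolar RNA genes and 323 small nuclear RNA genes. Among annotated lncRNA genes there were 1680 lincRNAs, 21 antisense genes and 5 sense intronic genes. The lncRNAs newly assembled by the authors were not analysed here, so that every lncRNA value covers these 1706 annotated genes only.
An FPKM above 0 in all 30 libraries was found for 14951 of the mRNA class and for 298 of the annotated lncRNAs. A mean of at least 1 FPKM was reached by 12273 and 137 genes, respectively. In contrast, 1096 mRNAs and 325 lncRNAs had an FPKM above 0 in a single library. The median over genes of the mean FPKM was 2.18 for mRNAs and 0.02 for lncRNAs, close to the smallest value that the rounding to 2 decimals allows.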

In total, there were 21 201 mRNA genes and 4636 lncRNA genes that were expressed in at least one sample (with FPKM > 0) (Figure 2B). These expressed mRNA and lncRNA genes were used to characterize changes in the transcriptome of the lung tissue of SAP rats after drug treatment.

**Figure 2:**
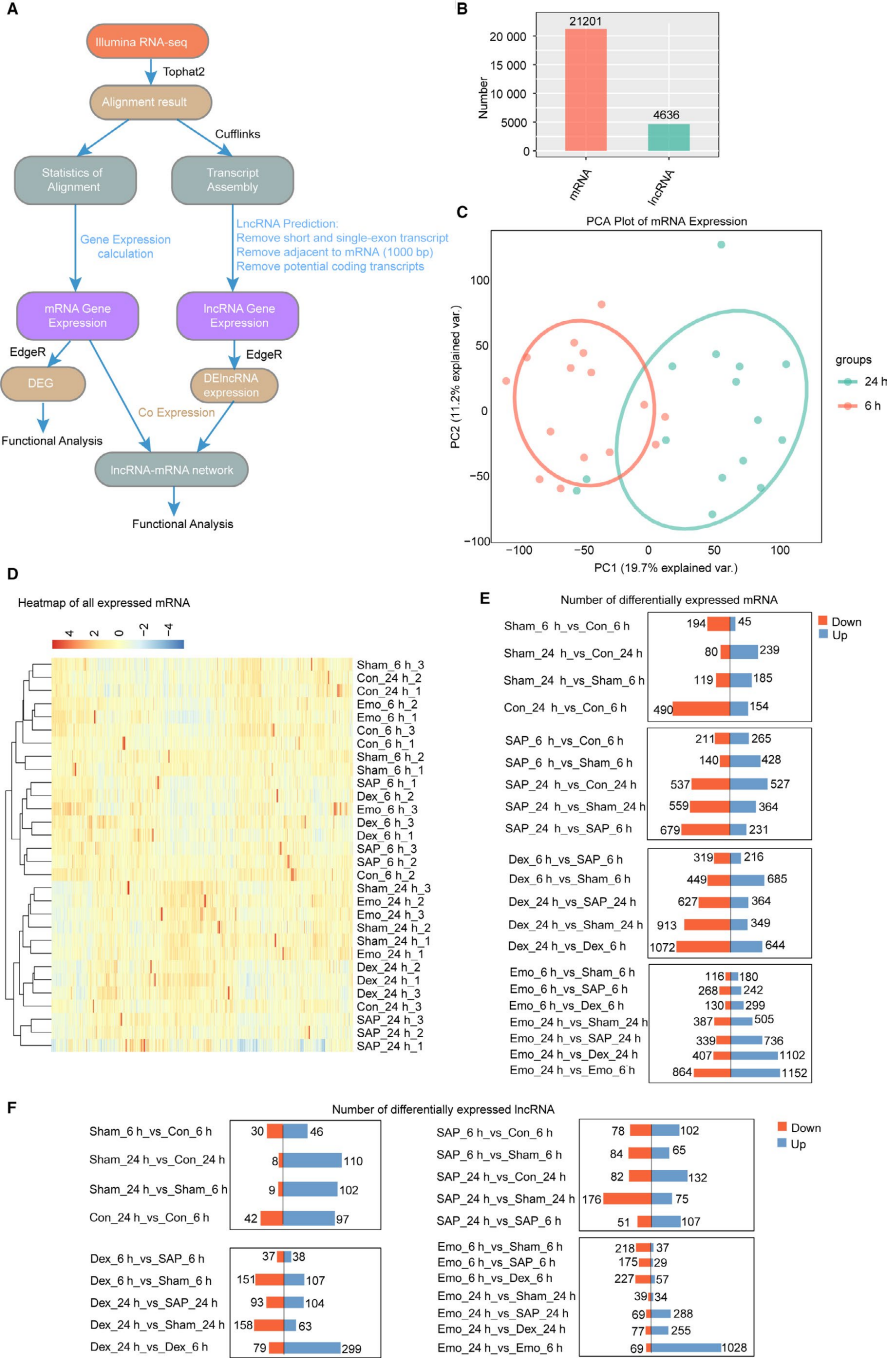
Effect of drug treatment on the gene expression profile of lung tissue from SAP‐ALI rats. A, The pipeline for identification and expression analysis of mRNA and LncRNA genes expressed in rat lung tissue. B, Numbers of expressed mRNA and lncRNA genes expressed in at least one sample (with FPKM > 0). C, Principal component analysis (PCA) of 30 distinct samples based on the expression level of mRNA genes. The samples were clustered by treatment time (6 and 24 h). D, Heat map of correlation coefficients of 30 samples according to expression level of mRNA genes. E, Distribution of the number of differentially expressed mRNAs between two groups. F, Distribution of the number of differentially expressed lncRNAs between two groups

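Principal components were computed from log2(FPKM + 1) of the mRNA genes, each gene scaled to the same variance. PC1 held 20.0% of the variance of the 30 libraries. The mean PC1 score of the 15 libraries at 24 hours minus that of the 15 libraries at 6 hours was -98.4 (two-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give). Within the 18 libraries of rats given taurocholate the difference was -127 (permutation test, p = 2e-05), and within the 12 Sham and Con libraries it was -55.6 (permutation test, p = 0.0991). In DEX and Emo, the shares of mapped reads given above differ between the time points as well. PC2 scores differed between the time points by 13.2 (permutation test, p = 0.481). Keeping only mRNAs with a mean of at least 1 FPKM moved the share of PC1 most, to 28.0%.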

Principal component analysis (PCA) was performed to explore the temporal expression patterns associated with all mRNAs and lncRNAs in the data sets. mRNA expression was separable between the 6 and 24 hours samples (Figure 2C). SAP‐24h and DEX‐24 were clustered together, but Emo‐24h was clustered with Sham‐24h, and Con‐24h (Figure 2C). 

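At 24 hours, the groups were placed on the mRNA components as follows (mean ± SD, n = 3 rats). On PC2, Sham-24h scored 48.9 ± 27.6, Con-24h 45.0 ± 17.7 and Emo-24h 41.0 ± 26.8. DEX-24h scored -29.5 ± 7.31 and SAP-24h -72.4 ± 58.1. The spread within SAP-24h was the widest of the 10 groups on this component. On PC1, Emo-24h scored -74.1 ± 17.2, Sham-24h -73.3 ± 27.9, DEX-24h -83.4 ± 19.9 and SAP-24h -46.2 ± 23.7, whereas Con-24h scored 31.2 ± 36.7. The placement of single groups was not tested.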

Pearson correlations for all RNA‐seq sample pairs were performed, showing similar outcomes for mRNA expression (Figure 2D) and lncRNA expression (Figure S2A). 

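Pearson's r between 2 libraries was computed across genes on log2(FPKM + 1). It describes how alike the libraries are, since genes are not independent replicates. Each library's r was averaged over the Sham libraries of its time point, leaving out the library itself. For mRNAs at 24 hours, the mean over 3 rats was 0.986 ± 0.0006 (SD) in Sham-24h, 0.982 ± 0.0029 in Con-24h and 0.975 ± 0.0073 in SAP-24h. At 6 hours it was 0.983 ± 0.0024 in Sham-6h, 0.984 ± 0.0017 in Con-6h and 0.982 ± 0.0024 in SAP-6h, which is within 1 SD of each other. For the annotated lncRNAs, the mean r was lower in every group. It was 0.934 ± 0.0039 in Sham-24h, 0.929 ± 0.0105 in Con-24h and 0.902 ± 0.0109 in SAP-24h.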

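The first component of the 1706 annotated lncRNAs held 10.8% of the variance, on the same scaled log2 values as for mRNAs. Its mean score at 24 hours minus that at 6 hours was 17.1 (two-sided permutation test, p = 1e-05, the smallest that the permutations can give; n = 15 libraries per time point). The difference was 20.4 within the 18 libraries of rats given taurocholate (permutation test, p = 5e-05). In the 12 Sham and Con libraries it was 12.3 (permutation test, p = 0.0448). As for mRNAs, the shares of mapped reads in DEX and Emo differ between the time points as well. Scores at 24 hours were spread widely, from -3.37 ± 3.79 in Con-24h (SD, n = 3) to 23.6 ± 15.9 in Emo-24h. At 6 hours the group means lay between -13.8 in Emo-6h and -2.97 in Sham-6h. With TMM-normalized log2 CPM in place of FPKM, the share of the first component was 21.1%, and with a mean of at least 1 FPKM required it was 22.9%, the largest value found.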

LncRNA expression was obviously distinct between the 6 and 24 hours samples (Figure S2B). In particular, lung tissue mRNA expression with emodin treatment was more similar to the sham group than the DEX at 24 hours after SAP induction. These results demonstrate that the effect of SAP induction and drug treatment on gene expression in lung tissue is time‐dependent.

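At 24 hours, the mean mRNA r with the Sham-24h libraries was 0.986 ± 0.0022 in Emo-24h (SD, n = 3 rats) and 0.979 ± 0.0018 in DEX-24h. The difference of 0.00709 had the smallest p that 3 rats against 3 allow (exact permutation test, two-sided, p = 0.10). Each of the 9 fits that left out 1 rat gave a difference above 0, from 0.00537 to 0.00878. Emo-24h was also closer to Sham-24h than SAP-24h was, by 0.0110 (exact permutation test, two-sided, p = 0.10; 0.00684 to 0.0137 when 1 rat was left out). With mRNAs of at least 1 FPKM only, the differences grew to 0.0146 and 0.0213. For lncRNAs, r was 0.938 ± 0.009 in Emo-24h and 0.912 ± 0.0074 in DEX-24h. At 6 hours the mRNA r was 0.981 ± 0.0049 in Emo-6h and 0.978 ± 0.0034 in DEX-6h, and this difference of 0.00281 was smaller than the SD of either group (exact permutation test, two-sided, p = 0.40).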

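Whether an effect differed between the time points was tested by interaction terms in the model of all 30 libraries, with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For SAP vs Sham, 4 mRNAs had an effect at 24 hours that differed from that at 6 hours by at least 2-fold at an adjusted p under 0.05, all of them lower (971 mRNAs at an unadjusted p under 0.05). They were Ccdc96 (ENSRNOG00000006575, interaction of -2.48 on the log2 scale), Zmynd12 (ENSRNOG00000022199, -2.98), Adh6 (ENSRNOG00000012436, -3.57) and Stoml3 (ENSRNOG00000011006, -7.04), each with an adjusted p of 0.0471 from the same edgeR test. With them came 1 lncRNA, AABR07054490.1 (1.48, adjusted p = 0.0471). These genes fell outside the rule for naming genes and were chosen after their values were seen.
For DEX vs SAP, 22 mRNAs differed between the time points, 9 upward and 13 downward (739 at an unadjusted p). For emodin vs SAP, 262 mRNAs differed, 164 upward and 98 downward (1344 at an unadjusted p). A single rat decided these counts. Without replicate 2 of SAP-6h the emodin count was 1 and the DEX count 0, and without replicate 2 of Emo-6h the emodin count was 590. When the model held only the 12 libraries of the groups compared, an alternative chosen after seeing the data, the counts were 0, 2 and 2.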

Furthermore, edgeR analysis was performed to identify differential expression of mRNAs (DEGs) and lncRNAs (DELnc) (≥two‐fold increase or decrease, FDR < 0.05) between the two groups at sample time points (6 or 24 hours) or between 6 and 24 hours for the same group. 

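Between 0 and 1413 mRNAs were DEGs in each of the 21 comparisons. The largest number was found for Emo-24h vs Emo-6h, followed by DEX-24h vs DEX-6h with 1101 and SAP-24h vs Con-24h with 1075. No DEG was found for Sham-6h vs Con-6h, Con-24h vs Con-6h and Emo-24h vs Sham-24h. Calling genes at an unadjusted p under 0.05 was the alternative that moved the counts most. It moved 18 of the 21 by more than 1.5 times, all of them upward. With each of the 6 libraries of a comparison left out in turn, 65 of 126 counts moved by more than 1.5 times. The numbers for DEX-24h vs DEX-6h and Emo-24h vs Emo-6h stayed within that limit in all 6 fits. Both comparisons also cross a difference in read mapping, which leaving out 1 rat cannot show. Gene reads per uniquely mapped read were 79.2% to 88.1% in Emo-24h and 101% to 104% in Emo-6h. In DEX-24h they were 88.0% to 94.4%, and in DEX-6h 102% to 106%.

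**Figure D1:**
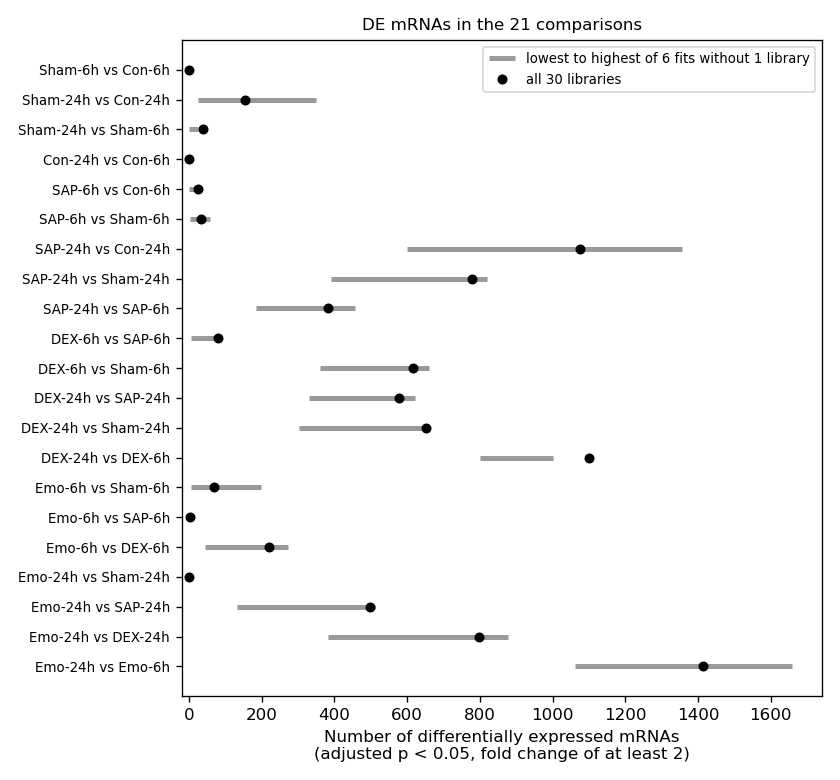
Number of DE mRNAs (x axis; adjusted p < 0.05, fold change of at least 2) in each of the 21 comparisons (y axis). Points are the counts from all 30 libraries, and bars run from the lowest to the highest of the 6 fits that each left out 1 library of the comparison, such as 390 to 821 for SAP-24h vs Sham-24h.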

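At 6 hours, no mRNA differed between Sham-6h and Con-6h (270 at an unadjusted p under 0.05, of which 46 were higher in Sham-6h). At 24 hours, 154 DEGs were found between Sham-24h and Con-24h, with 140 higher and 14 lower in Sham-24h. This second number rested on single rats: it was 26 without replicate 2 of Con-24h and 350 without replicate 3 of Con-24h. Of the comparisons of SAP with Con, 26 mRNAs passed at 6 hours (18 higher, 8 lower in SAP-6h), and 0 passed without replicate 3 of Con-6h (400 at an unadjusted p with all rats). For SAP-24h vs Con-24h, the 1075 DEGs were 564 higher and 511 lower in SAP-24h, and 601 were called without replicate 2 of Con-24h.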

The results showed DEGs to be least for comparisons between sham group and con group at two‐time points, indicating similar mRNA expression. Notably, there were more up‐regulated DEGs than down‐regulated DEGs for Sham‐24h vs Sham‐6h, but this was reversed for Con‐24h vs Con‐6h and SAP‐24h vs SAP‐6h (Figure 2E). 

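For Sham-24h vs Sham-6h, 36 mRNAs were up-regulated and 2 were down-regulated at 24 hours. None of the 6 fits that each left out 1 rat came within 1.5 times of this number. They gave 0 (without replicate 2 of Sham-24h) to 24 DEGs, and at an unadjusted p under 0.05 there were 343 up-regulated and 149 down-regulated mRNAs. Con-24h vs Con-6h gave 0 DEGs, and at an unadjusted p 124 mRNAs were up-regulated and 388 were down-regulated. For SAP-24h vs SAP-6h, 106 mRNAs were up-regulated and 277 were down-regulated. The total of 383 dropped to 184 without replicate 3 of SAP-6h, the library with the fewest reads.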

In fact, the salt solution injected into the pancreatic duct induced mild pancreatitis in rats, consistent with a similar trend in DEGs between 24 and 6 hours in the SAP and control groups. Thus, the sham group was selected as the actual control for comparison with SAP or drug treatment. As indicated above, more down‐regulated DEGs were detected in SAP vs Sham at similar time points. 

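For SAP-6h vs Sham-6h, 28 mRNAs were up-regulated and 5 were down-regulated (429 and 165 at an unadjusted p under 0.05). Their number was 3 without replicate 3 of Sham-6h and 59 without replicate 1 of SAP-6h. For SAP-24h vs Sham-24h, 309 mRNAs were up-regulated and 470 were down-regulated. Without replicate 1 of SAP-24h there were 390 in all, and a model of these 6 libraries alone gave 3. Both comparisons set libraries with lower shares of uniquely mapped reads against libraries with higher shares.
The DEGs of SAP-24h vs Sham-24h with the largest changes, all with every rat of 1 group above every rat of the other in FPKM, were as follows. Slurp1 (ENSRNOG00000005944, chromosome 7) had 15.8 ± 10.5 FPKM in SAP-24h (SD, n = 3) and 0.23 ± 0.149 FPKM in Sham-24h, a log2 fold change of 6.14 (standard error 1.25, adjusted p = 0.00375, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The keratin gene Krt81 (ENSRNOG00000036871, chromosome 7), a member of a gene family whose counts are uncertain, had 2.82 ± 3.61 and 0.0433 ± 0.0321 FPKM (log2 fold change 6.05, standard error 1.12, adjusted p = 0.00215 from the same edgeR test; 4.20 without replicate 3 of SAP-24h, and at least 59.8-fold higher without replicate 1 of Sham-24h). SNORD113 (ENSRNOG00000060706), a small RNA of a repeated family, had no read in Sham-24h and 1 to 18 reads in SAP-24h, at least 2.93-fold higher (1.41-fold without replicate 2 of SAP-24h). The lncRNA AABR07061384.1 (ENSRNOG00000058483) had no read in SAP-24h and 11 to 21 reads in Sham-24h, at least 5.26-fold lower. LOC100360575 (ENSRNOG00000031024) had up to 2 reads in SAP-24h and 2 to 191 in Sham-24h, so that the groups touch in reads. It was at least 20.2-fold lower, but at least 1.9-fold lower without replicate 1 of Sham-24h. Rps6 (ENSRNOG00000049025, chromosome 5) had 2.79 ± 1.08 FPKM in SAP-24h and 124 ± 26.9 FPKM in Sham-24h (log2 fold change -5.33, standard error 1.65, adjusted p = 0.0364 from the same edgeR test). It has near-identical copies, and its level fell into a low and a high class across the 30 libraries, with rats of both classes in 5 of the 10 groups. Fits that each left out 1 rat no longer gave an adjusted p under 0.05 in 5 of 6 cases for Rps6, 4 for SNORD113 and LOC100360575 each and 1 for AABR07061384.1.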

There were similar trends for DEGs in DEX vs SAP and DEX vs Sham at the same time points, as well as DEX‐24h vs DEX‐6h (Figure 2E). However, except for Emo‐6h vs SAP‐6h, there were more up‐regulated DEGs in comparisons involving Emo groups, which were similar to Sham‐24h vs Sham‐6h (Figure 2E). 

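For DEX-6h vs SAP-6h, 43 mRNAs were up-regulated and 37 were down-regulated, and 6 in all were called without replicate 2 of SAP-6h. For DEX-24h vs SAP-24h, 183 were up-regulated and 396 were down-regulated (331 in all without replicate 2 of DEX-24h). Compared with Sham, DEX-6h had 351 up-regulated and 265 down-regulated mRNAs, and DEX-24h had 154 and 497. The total against Sham-24h was 302 without replicate 1 of Sham-24h, and that against Sham-6h was 362 without replicate 1 of DEX-6h. DEX-24h vs DEX-6h had 490 up-regulated and 611 down-regulated mRNAs.
The largest changes of DEX-24h vs SAP-24h included 4 genes with no more than 2 reads in any library of 1 group. Il6 (ENSRNOG00000010278), with 3 to 406 reads in SAP-24h, was at least 56.2-fold lower in DEX-24h, but at least 4.63-fold lower without replicate 1 of SAP-24h. AABR07051726.1 (ENSRNOG00000046324) was at least 25.1-fold lower, and Reg3g (ENSRNOG00000006579), of a gene family with similar members, was at least 28.4-fold lower (at least 13.0-fold and 15.2-fold without replicate 3 of SAP-24h). S100a7a (ENSRNOG00000033352), also a family member, was at least 8.31-fold higher, with 20 to 36 reads in DEX-24h. Rec8 (ENSRNOG00000019503) had 1.14 ± 0.8 FPKM in DEX-24h (SD, n = 3) and 0.0467 ± 0.0208 FPKM in SAP-24h, a log2 fold change of 4.48 (standard error 1.14, adjusted p = 0.0188, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 3.76 without replicate 2 of DEX-24h). Rps6, with its low and high classes of rats, was 5.35 higher on the log2 scale (standard error 1.65, adjusted p = 0.047 from the same edgeR test). In each of the 6 genes, every rat of 1 group lay above every rat of the other in FPKM. The adjusted p was no longer under 0.05 in 6 of the 6 fits that left out 1 rat for Rps6, 4 for Reg3g and 3 for Il6 and Rec8 each.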

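For Emo-6h vs SAP-6h, no mRNA was up-regulated and 3 were down-regulated (181 and 250 at an unadjusted p under 0.05). These were the ribosomal protein gene Rpl32 (ENSRNOG00000032605, log2 fold change -1.32), which has near-identical copies, AABR07027451.1 (ENSRNOG00000046284, -4.09) and Ly6g6c (ENSRNOG00000000843, -1.78), chosen after their values were seen. Their adjusted p-values were 0.0361, 0.0327 and 0.0361 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0 to 7 mRNAs were called when 1 rat was left out. Emo-6h vs Sham-6h gave 34 up-regulated and 36 down-regulated mRNAs. The total was 5 without replicate 1 of Emo-6h and 199 without replicate 2 of Emo-6h.
For Emo-24h vs Sham-24h, 0 mRNAs were called, and at an unadjusted p 114 were higher and 85 lower in Emo-24h. Emo-24h vs SAP-24h had 303 up-regulated and 196 down-regulated mRNAs. Their total of 499 was 133 without replicate 2 of Emo-24h, and a model of the 6 libraries alone called 0 (1135 at an unadjusted p in the model of all libraries). Emo-24h vs Emo-6h had 929 up-regulated and 484 down-regulated mRNAs.
Among the DEGs of Emo-24h vs SAP-24h with the largest changes, every rat of 1 group again lay above every rat of the other. Adh7 (ENSRNOG00000032959), of the alcohol dehydrogenase family, had 1.53 ± 0.249 FPKM in Emo-24h (SD, n = 3) and 0.05 ± 0.02 FPKM in SAP-24h (log2 fold change 4.72, standard error 0.823, adjusted p = 0.00387 from the same edgeR test). AABR07051583.1 (ENSRNOG00000050066) was higher by 3.32 (adjusted p = 0.00661). Aldh1a7 (ENSRNOG00000017878), a family member as well, had a log2 fold change of 3.92 (adjusted p = 0.0479), which was 1.79 without replicate 2 of Emo-24h. Adamts4 (ENSRNOG00000003538) had 0.233 ± 0.0306 FPKM in Emo-24h and 3.84 ± 3.8 FPKM in SAP-24h (log2 fold change -4.25, adjusted p = 0.00463; -2.95 without replicate 1 of SAP-24h). Gpr84 (ENSRNOG00000036834) had a log2 fold change of -4.21 (adjusted p = 0.0151), which was -2.10 without replicate 3 of SAP-24h. The metallothionein gene Mt2A (ENSRNOG00000043098), whose reads may be shared with close paralogs, had 114 ± 84.9 FPKM in Emo-24h and 1897 ± 2380 FPKM in SAP-24h. Its log2 fold change of -4.25 (adjusted p = 0.021 in the same edgeR test) was -2.29 without replicate 1 of SAP-24h. When 1 rat was left out, the adjusted p was no longer under 0.05 in 5 of 6 fits for Aldh1a7 and 3 for Gpr84 and Mt2A each.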

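Con-24h vs Con-6h was the only comparison with more changed lncRNAs (1) than changed mRNAs. Emo-24h vs Emo-6h had 80 up-regulated and 7 down-regulated lncRNAs, and DEX-24h vs DEX-6h had 24 and 12. For SAP-24h there were 7 up-regulated and 10 down-regulated lncRNAs against Sham-24h and 18 and 8 against Con-24h. DEX-24h had 5 up-regulated and 10 down-regulated lncRNAs against SAP-24h and 4 and 7 against Sham-24h, and DEX-6h had 7 and 10 against Sham-6h. Emo-24h had 5 and 4 against SAP-24h and 7 and 3 against DEX-24h, while Emo-6h had 0 and 6 against Sham-6h. Sham-24h had 6 and 0 against Con-24h. No lncRNA was called for Emo-24h vs Sham-24h (4 higher and 4 lower at an unadjusted p under 0.05), SAP-6h vs Con-6h (16 and 7) or Sham-6h vs Con-6h (5 and 11).
The lncRNAs behind the smallest counts, chosen after their values were seen, all had adjusted p-values of 0.00520 to 0.0385 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. AABR07051555.1 (ENSRNOG00000056393, chromosome 3) was higher in SAP-6h than in Sham-6h, with 35.8 ± 29.7 FPKM (SD, n = 3) against 0.99 ± 0.609 FPKM, a log2 fold change of 5.23, and lower in DEX-6h than in SAP-6h (-3.18). AABR07051716.2 (ENSRNOG00000060987, chromosome 3) was higher in SAP-6h as well (5.30). AABR07064373.1 (ENSRNOG00000059292) was lower in DEX-6h than in SAP-6h (-1.07). AABR07032348.2 (ENSRNOG00000059170) was lower in Emo-6h than in SAP-6h (-3.06) and DEX-6h (-2.72). Against DEX-6h, Emo-6h also had lower AABR07049695.3 (ENSRNOG00000052757, -1.18), lower AABR07050652.1 (ENSRNOG00000057101) and higher AC111287.1 (ENSRNOG00000059841). The last 2 had no more than 2 reads per library in the lower group and up to 12 in the other, so no fold change is given. Between 6 and 24 hours, AABR07060560.4 (ENSRNOG00000057253) rose in Con (2.15) and SAP (1.24), AABR07003304.2 (ENSRNOG00000058637) rose in Sham (2.15) and SAP (2.59), AABR07030598.1 (ENSRNOG00000052902) rose in SAP (1.03), and AABR07012047.1 (ENSRNOG00000061118, 1.39) and Rn60_13_0839.5 (ENSRNOG00000051303, 1.28) rose in Sham.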

For DElncRNAs, there were similar trends for change in the direction and numbers (Figure 2F).

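The FPKM values of Cxcl12, Fgfr4, Susd2, Cebpb, Sema7a, Maff, Socs2, Serpinb9 and Serpina1 and of the lncRNAs AABR07051642.1, AABR07051639.1 and Rn60_20_0066.11 were compared at 24 hours (mean ± SD, n = 3 rats; adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In SAP-24h, 4 of the mRNAs were higher than in Sham-24h, with no overlap between the rats of the 2 groups. Sema7a (ENSRNOG00000007687) had 148 ± 62.7 FPKM against 31.9 ± 13.0 (log2 fold change 2.35, standard error 0.427, adjusted p = 0.00203). For Maff (ENSRNOG00000012886), 77.5 ± 21.3 FPKM stood against 21.8 ± 6.57 (1.97, adjusted p = 0.00275). Cebpb (ENSRNOG00000057347) rose by 1.55 (adjusted p = 0.00203) and Socs2 (ENSRNOG00000008965) by 1.24 (adjusted p = 0.017). Lower in every SAP-24h rat than in every Sham-24h rat were Susd2 (ENSRNOG00000033389, -2.50, adjusted p = 0.00564), Fgfr4 (ENSRNOG00000016763, -2.0, adjusted p = 0.00273), Serpina1 (ENSRNOG00000032669, -1.64, adjusted p = 0.0188) and Serpinb9 (ENSRNOG00000033772, -1.29, adjusted p = 0.0144). The last 2 belong to the serpin family, so their counts are uncertain. Cxcl12 (ENSRNOG00000013589) was lower by less (-0.66, adjusted p = 0.163). Of the fits that each left out 1 rat, 3 of 6 lost the call of Serpina1 and 2 of 6 those of Serpinb9 and Socs2 each (adjusted p of 0.0997 for Serpina1 and 0.0803 for Serpinb9 without replicate 1 of Sham-24h, and 0.165 for Socs2 without replicate 1 of SAP-24h, in the same edgeR test).
Emo-24h differed from SAP-24h in the opposite direction for Sema7a (-2.06, adjusted p = 0.00661), Cebpb (-1.48, adjusted p = 0.00465), Socs2 (-1.43, adjusted p = 0.0127), Maff (-1.37, adjusted p = 0.0268), Fgfr4 (1.83, adjusted p = 0.00692), Serpinb9 (1.22, adjusted p = 0.0261) and Cxcl12 (1.17, adjusted p = 0.0246). Susd2 rose in DEX-24h, from 4.5 ± 1.87 to 27.0 ± 17 FPKM (2.53, adjusted p = 0.00638), and Cxcl12 fell to 1.21 ± 0.114 FPKM (-1.83, adjusted p = 0.0015 in the same edgeR test). The change of Susd2 was 1.93 without replicate 2 of DEX-24h. Susd2 was also higher in every Emo-24h rat than in every SAP-24h rat, but did not pass (1.57, adjusted p = 0.0639). Its difference in Emo-24h vs DEX-24h did not pass either (-0.954, adjusted p = 0.306). That comparison passed for Cxcl12 (2.993, adjusted p = 3.87e-05), Serpinb9 (1.528, 0.00544), Fgfr4 (1.645, 0.00826), Maff (-1.605, 0.00874), Socs2 (-1.222, 0.021) and Sema7a (-1.449, 0.03). It did not pass for Cebpb (-0.605, 0.199) and Serpina1 (0.135, 0.915). With 1 rat left out, the largest adjusted p was under 0.05 for Cxcl12 (0.000509) and Serpinb9 (0.0444) only, in the same edgeR test. Cebpb was lower in every DEX-24h rat than in every SAP-24h rat without passing (-0.875, adjusted p = 0.053 in the same edgeR test). With 1 rat left out, the changes of Fgfr4 and Socs2 in DEX-24h vs SAP-24h crossed 0 (-0.08 to 0.46 and -0.44 to 0.36). Several calls of Emo-24h vs SAP-24h rested on single rats: leaving 1 out lost those of Serpinb9 and Cxcl12 in 4 of 6 fits each and those of Socs2 and Maff in 3 of 6 each. The largest adjusted p was 0.121 for Serpinb9 and 0.125 for Maff without replicate 2 of Emo-24h, 0.155 for Cxcl12 without replicate 1 of Emo-24h (change 0.77) and 0.0902 for Socs2 without replicate 1 of SAP-24h (change -0.88), while Socs2 changed by -2.02 without replicate 3 of Emo-24h. The calls of Sema7a, Cebpb and Fgfr4 passed in all 6 fits.
Of the lncRNAs, Rn60_20_0066.11 (ENSRNOG00000052039) had 0.757 ± 0.301 FPKM in SAP-24h and 2.6 ± 1.11 in Sham-24h (-1.63, adjusted p = 0.0268; lost in 3 of 6 fits that left out 1 rat, with 0.135 without replicate 1 of Sham-24h). AABR07051642.1 (ENSRNOG00000057526, -3.00, adjusted p = 0.0521) and AABR07051639.1 (ENSRNOG00000058342, -2.30, adjusted p = 0.153) did not pass in the same edgeR test. Without replicate 1 of SAP-24h, AABR07051642.1 passed (-5.01, adjusted p = 0.0261). Both lncRNAs followed the markers of B cells and plasma cells across the 30 libraries.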

Expression of three lncRNA and ten mRNA was validated by qPCR (Figure 3 and Figure S3). These results indicated that emodin treatment differentially changes the expression of mRNA and LncRNA compared with the DEX treatment in lung tissues of SAP rats, which resulted in a sham‐like gene expression profiles after 24h.

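The groups given the 2 drugs were compared directly. Both received taurocholate, but at 24 hours 42.4% to 43.8% of clean reads were uniquely mapped in Emo-24h and 39.3% to 40.3% in DEX-24h, so that a difference in read processing is not ruled out. At 6 hours, 120 mRNAs were higher and 101 lower in Emo-6h than in DEX-6h, and the total was 44 without replicate 1 of DEX-6h. At 24 hours, 602 were higher and 195 lower in Emo-24h than in DEX-24h (384 in all without replicate 2 of Emo-24h). The largest differences at 24 hours were in Cyp2c22 (ENSRNOG00000021924), with 0.03 ± 0.0361 FPKM in Emo-24h (SD, n = 3) and 1.73 ± 0.396 FPKM in DEX-24h (log2 fold change -5.81, standard error 0.812, adjusted p = 0.00016, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; at least 34-fold lower without replicate 3 of Emo-24h, the only library of that group with more than 1 read), Gal (ENSRNOG00000015156, -4.68, adjusted p = 0.0193; -7.78 without replicate 3 of Emo-24h) and Nccrp1 (ENSRNOG00000054506, -4.13, adjusted p = 0.00784; -3.24 without replicate 2 of DEX-24h and -5.21 without replicate 3 of Emo-24h). Ccl12 (ENSRNOG00000029768) had up to 2 reads in DEX-24h and 8 to 143 in Emo-24h, at least 22.5-fold higher, but at least 7.4-fold higher without replicate 1 of Emo-24h. The paralogs Mx2 (ENSRNOG00000001963) and Mx1 (ENSRNOG00000001959), which may share reads, had 98.5 ± 62.2 and 70.1 ± 46.4 FPKM in Emo-24h and 1.96 ± 0.536 and 1.52 ± 0.506 FPKM in DEX-24h (log2 fold changes 5.59 and 5.46, adjusted p = 0.0332 and 0.0355 in the same edgeR test). Leaving out 1 rat raised the adjusted p to 0.05 or more in 6 of 6 fits for Mx2 and Mx1 each, 5 for Ccl12 and 3 for Gal and Nccrp1 each. Members of the Cyp2c and chemokine families have similar copies and are uncertain in the same way. Every rat of 1 group lay above every rat of the other for each of these 6 genes. The paper states that emodin changed mRNA and lncRNA expression in another way than DEX did and led to a profile like that of Sham after 24 hours.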

**Figure 3:**
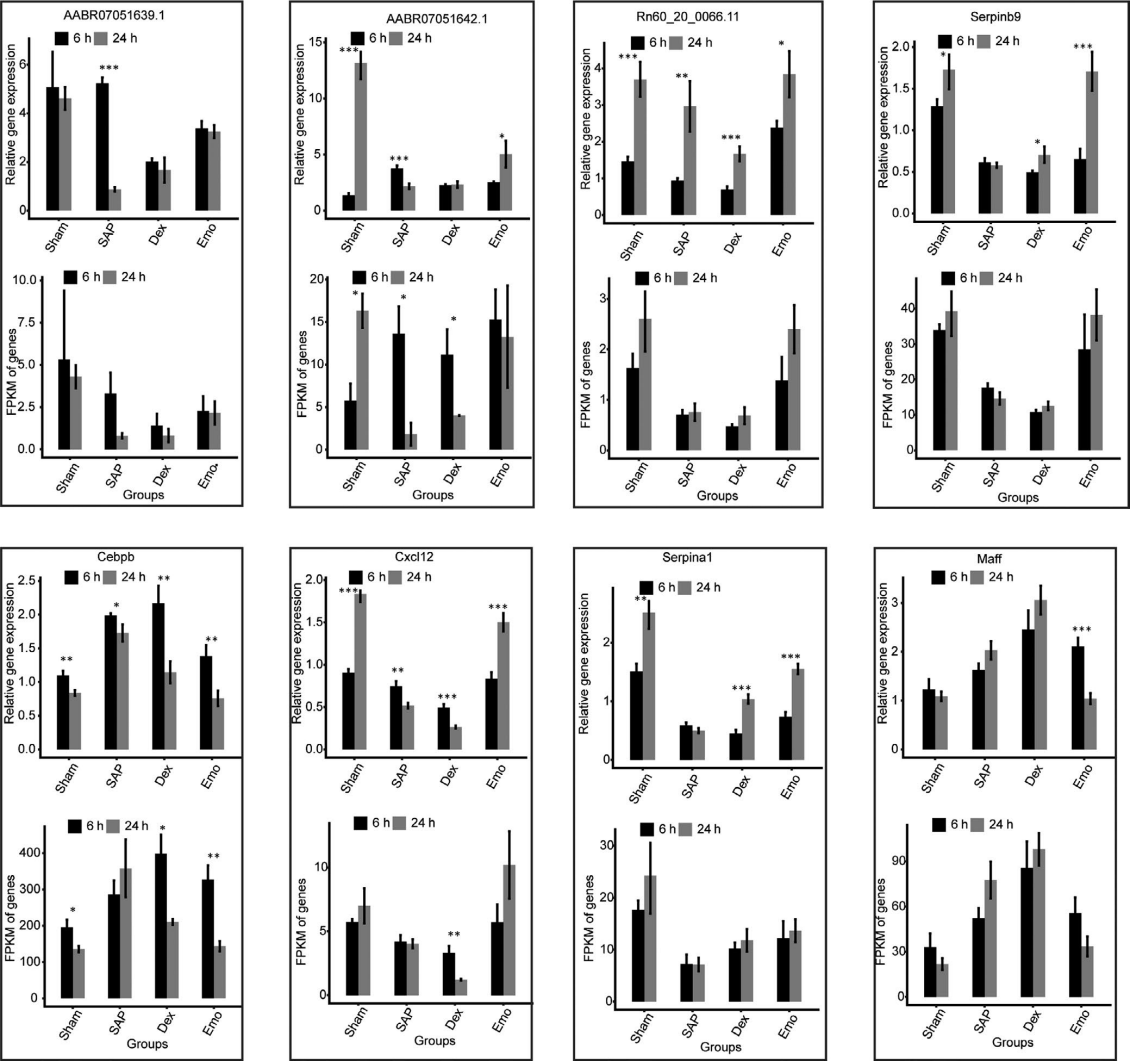
RT‐qPCR validation of DEGs and DELncRNAs. Relative expression levels of DEG and DELncRNAs by RT‐qPCR (up) and RNA‐seq (FPKM) (down). Data are presented as the mean ± standard deviation (SD). Student's *t* test was performed to compare 6 and 24 h with significance set at a *P*‐value of <.05. *P < .05, **P < .01

### 3.3 The mRNA and lncRNA co‐expression modules associated with emodin treatment differed from those with DEX treatment

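Over the 21 comparisons together, 3857 different mRNAs and 138 of the annotated lncRNAs were DE in at least 1. With each of the 30 libraries left out in turn, the unions held 3562 to 4090 mRNAs and 115 to 150 lncRNAs. At an unadjusted p under 0.05 they held 5298 mRNAs and 232 lncRNAs. With DESeq2 in place of edgeR the unions were 4353 and 156, and with edgeR's exact test on the libraries of each comparison alone they were 4030 and 123.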

To characterize the expression patterns of lncRNA and mRNA, unsupervised hierarchical clustering analysis was performed for all unique DEmRNAs (4859) and DElncRNAs (1682). There were significant differences between the 6 and 24 hours samples, which indicated the time‐dependent expression of these DEmRNAs and DElncRNAs. Results showed a clear difference between SAP groups and DEX as well as Emo groups for DEmRNAs at 24 hours, although Emo was also different from the DEX group (Figure 4A). Similar to DEmRNA, DEX and Emo groups were completely separate from the SAP‐DEX groups for the DELcnRANs at 24 hours, except for Emo‐24h (Figure S4A). These results suggest that DEX and Emo treatments returned lung tissue mRNA and LncRNA expression levels of SAP‐induced rats to that of normal lung tissue of sham rats.

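How far each drug returned SAP-changed mRNAs to the sham level was measured as the median over genes of the share of the SAP vs Sham log2 change that was undone. At 24 hours, over the 779 DEGs of SAP-24h vs Sham-24h, it was 82.5% in Emo-24h, with all but 2 genes moved toward Sham-24h, and 51.5% in DEX-24h, with 637 genes moved that way. Genes chosen for a high or low value in SAP-24h return in part by chance, because the drug groups are compared with the same SAP-24h libraries. In 20 simulations of drug groups without any effect, the median return was 10.4% at 24 hours (9.19% to 12.5%) and 13.5% at 6 hours (9.84% to 17.4%). Each gene was drawn on its own there. These ranges therefore leave out the spread from genes that move together within a rat. The simulations called a median of 1053 DEGs at 24 hours and 280 at 6 hours, so that their range at 6 hours does not apply to the 33 DEGs below. At 6 hours, over the 33 DEGs of SAP-6h vs Sham-6h, the return was 29.9% in Emo-6h (30 genes moved toward Sham-6h) and 6.08% in DEX-6h (18 genes). The value for DEX-6h was -16.3% without replicate 3 of SAP-6h and 24.3% without replicate 1 of SAP-6h, and that for Emo-6h was 57.1% without replicate 1 of SAP-6h. With Con as the reference in place of Sham, the returns at 24 hours were 63.1% in Emo-24h and 41.6% in DEX-24h.
Per rat, the return was 80.4 ± 14.4% in Emo-24h (SD, n = 3) and 50.6 ± 9.23% in DEX-24h, and 33.6 ± 17% in Emo-6h and 3.42 ± 7.23% in DEX-6h. At both time points, every Emo rat was above every DEX rat (exact permutation test, two-sided, p = 0.10 each, the smallest that 3 rats against 3 allow).

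**Figure D2:**
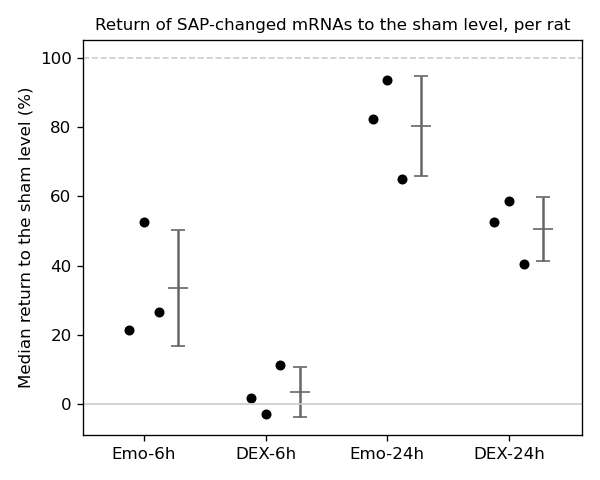
Median return of SAP-changed mRNAs to the sham level (y axis, percent; 100% is the sham level and 0% the SAP level) in each rat of Emo-6h, DEX-6h, Emo-24h and DEX-24h (x axis). Points are rats and bars are the mean ± SD of 3 rats. The rats of Emo-24h sit between 65.1% and 93.6% and those of DEX-24h between 40.6% and 58.7%.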

**Figure 4:**
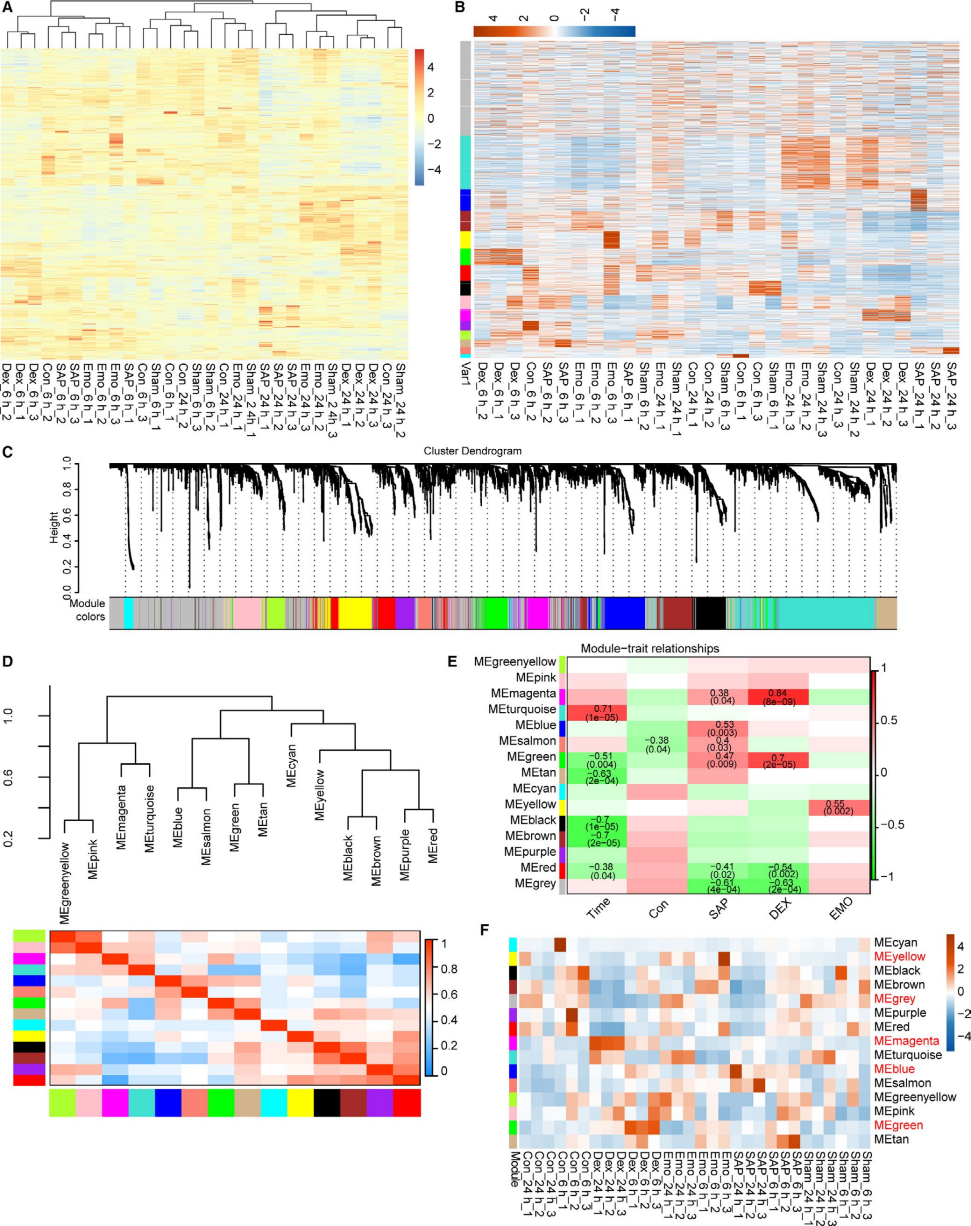
The co‐expression pattern of differentially expressed genes by weighted gene co‐expression correlation network analysis (WGCNA). A, Hierarchical clustering heat map of all samples based on all differentially expressed mRNA genes. B, Expression modules of differentially expressed mRNAs by WGCNA. C, Dendrogram of all differentially expressed mRNAs by hierarchical cluster analysis. Each co‐expressed gene was assigned to a module colour. D, Cluster analysis and heat map of each gene co‐expression module based on their correlations. E, Heat map of the correlations between each gene co‐expressions module (colour names) with traits (time, control, SAP, DEX and EMO). Pearson correlation coefficients with *P*‐values < .05 (in brackets) are presented. F, Eigengene pattern of each gene co‐expression module is presented by heat map

To further explore the expression pattern of DElncRNAs and DEmRNAs, WGCNA analysis was used to cluster all expression patterns. We identified 14 mRNA and 7 lncRNA co‐expression modules, respectively (Figure 4B and Figure S4B). DEmRNAs and DElncRNAs of each module had different expression patterns (Figure 4B and Figure S4B). Moreover, the DEmRNAs and DElncRNAs could be specifically clustered on the basis of the modules (Figure 4C and Figure S4C). In addition, all modules of DEmRNAs and DElncRNAs could further be clustered into eight and five groups, respectively, with gene expression showing similar patterns (Figure 4D and Figure S4D).

These lncRNA and mRNA modules could further be classified into temporal, SAP‐ temporal, DEX‐temporal and Emo‐temporal modules. For DEmRNA, six modules were correlated significantly with time (*P* < .05) (Figure 4E). 

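The modules were followed through the genes that Table S5 lists for their enriched GO terms, because the full gene lists of the modules were not used here. For the green module these were 123 genes, for blue 200, for magenta 50, for yellow 143, for black 129 and for grey 860, of which 859 were matched. An eigengene was taken as the first principal component of log2(FPKM + 1) of these genes, and its Pearson r and Spearman rho with each trait were tested by 100000 permutations over 30 libraries. The paper built its modules from genes that were DE between groups of these same 30 libraries. The p-values do not account for this choice of genes, so they are no independent evidence that a module follows a trait. Altogether 30 relations (6 modules, 5 traits) were computed, and p-values were adjusted over them. In grey, the eigengene held only 16.7% of the variance of its genes, against 52.3% in blue to 70.4% in black for the other modules. Relations of the grey eigengene thus describe a small part of the changes of the grey genes. The time trait was 1 at 24 hours and 0 at 6 hours.
The black eigengene was lower at 24 hours (r = -0.747, permutation p = 1e-05, the smallest possible, adjusted p = 0.00015; rho = -0.789, permutation p = 2e-05). Its r was -0.777 without the 2 libraries farthest from the median. It was -0.770 within the 12 Sham and Con libraries (permutation p = 0.00431) and -0.800 within the 18 libraries of rats given taurocholate (permutation p = 0.00014). The green eigengene was lower at 24 hours as well (r = -0.511, permutation p = 0.0033, adjusted p = 0.0124; rho = -0.466, permutation p = 0.0114), and r was -0.457 without the 2 farthest libraries. For green, r was -0.685 within the libraries of rats given taurocholate (permutation p = 0.00077) and -0.437 within the Sham and Con libraries (permutation p = 0.168). The r values of grey (0.029), blue (-0.207), magenta (0.287) and yellow (-0.062) with time did not pass (adjusted p from 0.254 to 0.950).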

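With the SAP trait set to 1 for every rat given taurocholate, drug-treated rats included, the blue eigengene had r = 0.619 (permutation p = 0.0001, adjusted p = 0.00075; rho = 0.707, permutation p = 7e-05) and the grey eigengene r = -0.616 (permutation p = 0.0005, adjusted p = 0.0025; rho = -0.652, permutation p = 0.00022). Without the 2 farthest libraries these were 0.690 and -0.595. The green eigengene rose less (r = 0.491, permutation p = 0.00553, adjusted p = 0.0184; rho = 0.55, permutation p = 0.0023; 0.465 without the 2 farthest libraries). For magenta (r = 0.416, permutation p = 0.0192) the adjusted p of 0.0575 did not pass, while rho was 0.472 (permutation p = 0.0105) and r was 0.382 without 2 libraries. Yellow (0.108) and black (-0.268) had adjusted p-values of 0.723 and 0.282. No value can be given within the Sham and Con libraries or within the others, since each side holds a single value of this trait. With the trait set to 1 only for the untreated SAP rats, green had r = 0.10, and magenta and yellow changed sign, to -0.08 each.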

Importantly, six modules were correlated with SAP induction (Figure 4E). As shown in Figure 4E, only one module (blue) inversely correlated with control (*P* < .05). 

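The blue eigengene had r = -0.391 with the control trait, set to 1 for the Con libraries (permutation p = 0.0340, adjusted p = 0.0928; rho = -0.443, permutation p = 0.0153, adjusted p = 0.0383). Without the 2 libraries farthest from the median, replicate 1 of SAP-24h and replicate 1 of DEX-6h, r was -0.432. Within the 12 Sham and Con libraries r was -0.048 (permutation p = 0.889). With the trait set to 1 for Sham and Con together, which is the SAP trait with its sign turned and no separate evidence, r was -0.620 (adjusted p = 0.0006). The other eigengenes had r from -0.283 in magenta to 0.360 in grey with the control trait, with adjusted p-values of 0.116 or more.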

There were four modules potentially positive or negative with DEX treatment with relatively high Pearson correlation coefficients, all of which correlated with SAP induction. In particular, one module (yellow) highly correlated with emodin treatment (Figure 4E). 

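With DEX treatment, the magenta eigengene had r = 0.842 (permutation p = 1e-05, adjusted p = 0.00015; rho = 0.693, permutation p = 1e-05), which was 0.780 without replicates 1 and 3 of DEX-24h, the farthest libraries. The grey eigengene had r = -0.691 (permutation p = 3e-05, adjusted p = 0.0003; rho = -0.664, permutation p = 5e-05; -0.596 without 2 libraries). For green, r was 0.665 (permutation p = 0.0002, adjusted p = 0.0012; rho = 0.549, permutation p = 0.00165; 0.502 without replicates 1 and 3 of DEX-6h). Within the 18 libraries of rats given taurocholate, r was 0.838 for magenta (permutation p = 8e-05), -0.657 for grey (permutation p = 0.00334) and 0.608 for green (permutation p = 0.00858). The yellow eigengene had r = -0.379 (permutation p = 0.0384, adjusted p = 0.0960; rho = -0.501, permutation p = 0.00543, adjusted p = 0.0181), -0.463 without 2 libraries and -0.51 within the rats given taurocholate (permutation p = 0.0200). Blue (0.178) and black (-0.221) did not pass, with adjusted p-values of 0.444 and 0.361.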

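The yellow eigengene, which held 59.0% of the variance of its 143 genes, had r = 0.596 with emodin treatment (permutation p = 0.00127, adjusted p = 0.00544; rho = 0.549, permutation p = 0.00163). It was 0.639 without the farthest libraries, replicate 3 of Emo-6h and replicate 1 of Con-24h, and 0.508 without replicate 3 of Emo-6h alone. The eigengene of replicate 1 of Con-24h, a rat without emodin, was 0.318, and those of Emo-24h were 0.0874 to 0.301. At 6 hours, replicates 1 and 2 of Emo-6h had 0.0043 and -0.0323, close to the -0.0318 to 0.0481 of SAP-6h. Only replicate 3 of Emo-6h, with 0.702, lay clearly above them. Within the 18 libraries of rats given taurocholate, r was 0.666 (permutation p = 0.00108).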

For the DElncRNA, three, one, one and two modules were significantly correlated with time, control, SAP and DEX, respectively (*P* < .05), but no module was significantly correlated with emodin treatment (Figure S4E). These results indicate that emodin treatment neutralizes SAP‐induced gene expression with little effect on basic gene expression. In particular, a heatmap of the eigengene expression of co‐expression modules showed similar expression for Emo and Sham‐Con groups (Figure 4F).

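The eigengenes other than yellow had r from -0.249 in magenta to 0.233 in grey with emodin treatment over all 30 libraries, with adjusted p-values of 0.289 or more. Among the 18 rats given taurocholate, where emodin-treated rats are compared with SAP and DEX rats only, larger values were found. Grey had r = 0.724 (permutation p = 0.00085) and magenta r = -0.521 (permutation p = 0.0222), while blue had r = -0.379 (permutation p = 0.118) and black 0.225 (permutation p = 0.370). These values were not adjusted.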

GO analysis demonstrates that genes from the five different representative modules were significantly enriched in pathways associated with the stress response (Figure 5A), but not with the black module which was time‐dependent. The full list of the GO terms enriched in all six modules is found in Table S5. We focused on the green module which significantly correlated with time, SAP and DEX, but not Emo. 

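The green eigengene held 59.1% of the variance of its 123 genes, which Table S5 lists under 35 GO terms. With emodin treatment, its r was -0.161 over the 30 libraries (permutation p = 0.394, adjusted p = 0.493; rho = -0.096, permutation p = 0.628) and -0.101 without the 2 farthest libraries. Among the rats given taurocholate alone, r was -0.473 (permutation p = 0.0452).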

Functional analysis of the interacted mRNAs in this module revealed that many genes were enriched in two‐term types including response to chemicals (glucocorticoid, lipopolysaccharide, drug, ethanol and organic cyclic compounds) and regulation of cell proliferation and apoptotic processes (Table S5). In addition, some genes were involved in several GO terms including response to chemicals and regulation of apoptosis (Figure 5B). mRNA expression levels of Cdkn1a were validated by qPCR, which showed the expression of this gene increased after SAP induction (Figure 5C). Importantly, for SAP induction, expression of Cdkn1a further increased in the DEX group, but not in the Emo group. These results indicate that with SAP induction, DEX, and Emo separately affect the expression level of genes for each mRNA and lncRNA co‐expression module in the lung tissue of rats.

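Cdkn1a (ENSRNOG00000000521, chromosome 20 in the authors' annotation) had 74.7 ± 27.7 FPKM in Sham-6h (SD, n = 3 rats in each group), 112 ± 23.3 in SAP-6h, 294 ± 61.4 in DEX-6h and 125 ± 33.3 in Emo-6h. At 24 hours it had 57.7 ± 41.3 FPKM in Sham-24h, 134 ± 29.9 in SAP-24h, 146 ± 20.0 in DEX-24h and 44.7 ± 34.3 in Emo-24h. The log2 fold change of SAP vs Sham was 0.64 at 6 hours (standard error 0.454, adjusted p = 0.597, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.34 at 24 hours (standard error 0.46, adjusted p = 0.0567), and at 24 hours every SAP rat was above every Sham rat. Without replicate 2 of Sham-24h the change at 24 hours was 2.09 and passed (adjusted p = 0.0173), and without replicate 1 of Sham-24h it was 0.97. Compared with SAP, DEX changed it by 1.39 at 6 hours (standard error 0.46, adjusted p = 0.166), where every DEX rat was above every SAP rat, and by 0.02 at 24 hours (adjusted p = 0.985). The second value ran from -0.12 to 0.28 with 1 rat left out. Emodin changed it by 0.15 at 6 hours (adjusted p = 0.911; -0.03 to 0.37 with 1 rat left out) and by -1.72 at 24 hours (standard error 0.465, adjusted p = 0.0262), with every Emo-24h rat below every SAP-24h rat. With 1 rat left out, this last change lay between -2.66 (without replicate 3 of Emo-24h) and -1.43, and its largest adjusted p was 0.122 (without replicate 2 of Emo-24h). The drugs themselves differed at 24 hours, with Emo-24h lower than DEX-24h by a log2 fold change of -1.74 (adjusted p = 0.0204; -2.70 to -1.45 and up to 0.121 with 1 rat left out), and not past the threshold at 6 hours (-1.24, adjusted p = 0.148 in the same edgeR test).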

**Figure 5:**
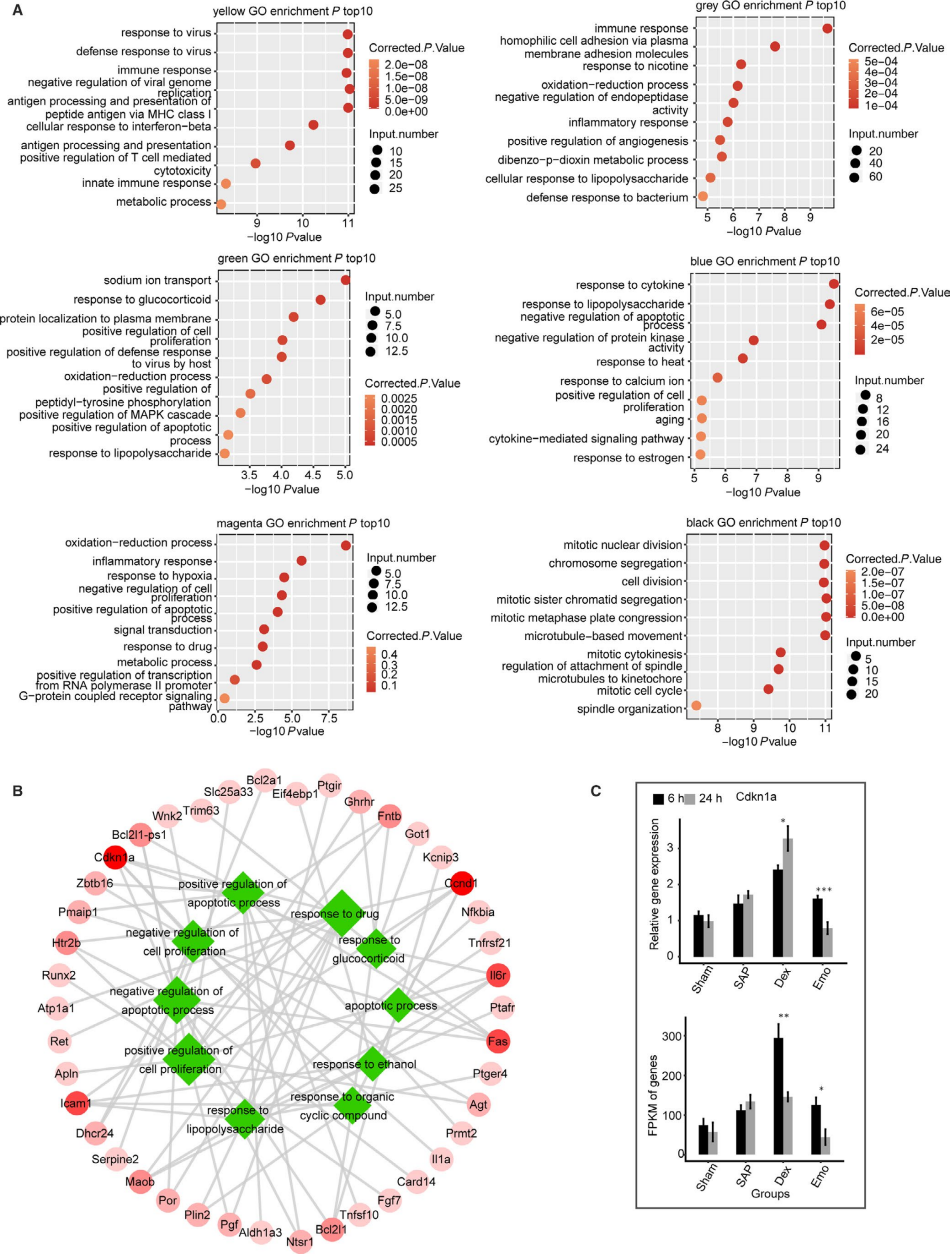
Functional analysis of mRNA genes from selected co‐expressed modules. A, The top10 GO analysis terms for mRNA genes from six co‐expressed modules. B, Functional analysis of mRNAs in green module. Genes enriched for two types of terms including response to chemicals and regulation of cell proliferation and apoptotic processes are presented. Green rhombuses are functional terms with size representing statistical significance. The red circles are the mRNAs. The line represents mRNAs involved terms with the degree of shade, the mRNA involvement and the number of terms involved. C, RT‐qPCR validation of the mRNA expression levels of Cdkn1a. RT‐qPCR (up) and RNA‐seq (FPKM) (down) are presented. Data are presented as means ± standard deviation (SD). Student's *t* test was performed to compare 6 and 24 h with significance set at a *P*‐value of <.05. *P < .05, **P < .01

### 3.4 Analysis of emodin‐associated lncRNA‐mRNA co‐expression networks

By exploring the function of lncRNA in the lung tissue of rats, a correlation matrix of all expressed 21 201 mRNA genes and 4636 lncRNAs was generated by computation of Pearson correlation coefficients for all paired combinations based on their expression in 30 transcriptomes. At a stringency of *P*‐value ≤ .01 and an absolute Pearson correlation coefficient of (PCC) ≥ .7, a total of 854 327 pairs were detected and co‐expressed between 4502 lncRNAs and 19 081 mRNAs (Table S6). 

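Pearson's r was computed on FPKM over the 30 libraries for all pairs among 21201 mRNAs and 1706 annotated lncRNAs. At an absolute r of at least 0.7, there were 125476 lncRNA-mRNA pairs, 2935509 mRNA-mRNA pairs and 8234 lncRNA-lncRNA pairs. Leaving out each library in turn gave 123737 to 139000 lncRNA-mRNA pairs. Restricting the genes to a mean of at least 1 FPKM left 31304 of them, the largest shift among the alternatives. When the values of each gene were permuted across the libraries, 56892 lncRNA-mRNA pairs, 140651 mRNA-mRNA pairs and 5676 lncRNA-lncRNA pairs still passed. Many genes had their signal in a single library: 1421 genes had an FPKM above 0 in 1 library only, and such genes correlate strongly whenever they share that library. Pairs were not recomputed within the Sham and Con libraries or within those of rats given taurocholate, so that pairs whose genes only follow the infusion are included.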

Pairs that were positive were the predominant species, which was consistent with the co‐expression pattern of most study genes.^46^, ^50^ In particular, a relatively high percentage of lncRNA‐mRNAs (17.69%) and mRNA‐mRNAs (13.38%) were negative pairs, which was in contrast to the percentage of negative LncRNA‐LncRNA pairs (0.28%). These results indicate that a greater percentage of the lncRNAs involved were positive pairs, supporting the concept that lncRNAs promote expression of both mRNAs and lncRNAs in rats (Table S6).

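Of the mRNA-mRNA pairs, 765556 (26.1%) were negative. Among lncRNA-mRNA pairs 15502 (12.4%) were negative, and among lncRNA-lncRNA pairs 24 (0.291%). The negative shares depended on the scale and on genes with few reads. With log2(FPKM + 1) they were 30.5%, 21.7% and 0.787%, with Spearman's rho 32.8%, 32.2% and 1.89%, and with a mean of at least 1 FPKM 29.5%, 38.0% and 7.41%. After permutation, the negative shares were 0.69% of mRNA-mRNA pairs, 0.139% of lncRNA-mRNA pairs and 0% of lncRNA-lncRNA pairs. In 2101 genes, a single library held the larger part of the summed FPKM. Among these genes 76448 pairs passed and 0 of them were negative.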

To explore whether SAP or drug treatment affects lncRNA‐mRNA co‐expression, the number of LncRNA‐mRNA pairs between any two module pairs was determined (eight DElncRNAs and fifteen DEmRNA modules) (Table S7). We found that the number of module‐module co‐expression pairs was strong, which included exclusive pairs such as L_green‐M_blue, as well as multiple pairs such as L_blue with M_blue, M_green and M_grey (Figure 6A and Table S7). GO terms were further obtained for all mRNAs that interacted with each lncRNA module. Regulation of transcription, immune response and negative regulation of apoptotic processes were relatively enriched for mRNA genes co‐expressed with L_blue module lncRNAs. Immune response was mostly enriched for mRNA genes co‐expressed with L_red module lncRNAs (Figure 6B).

**Figure 6:**
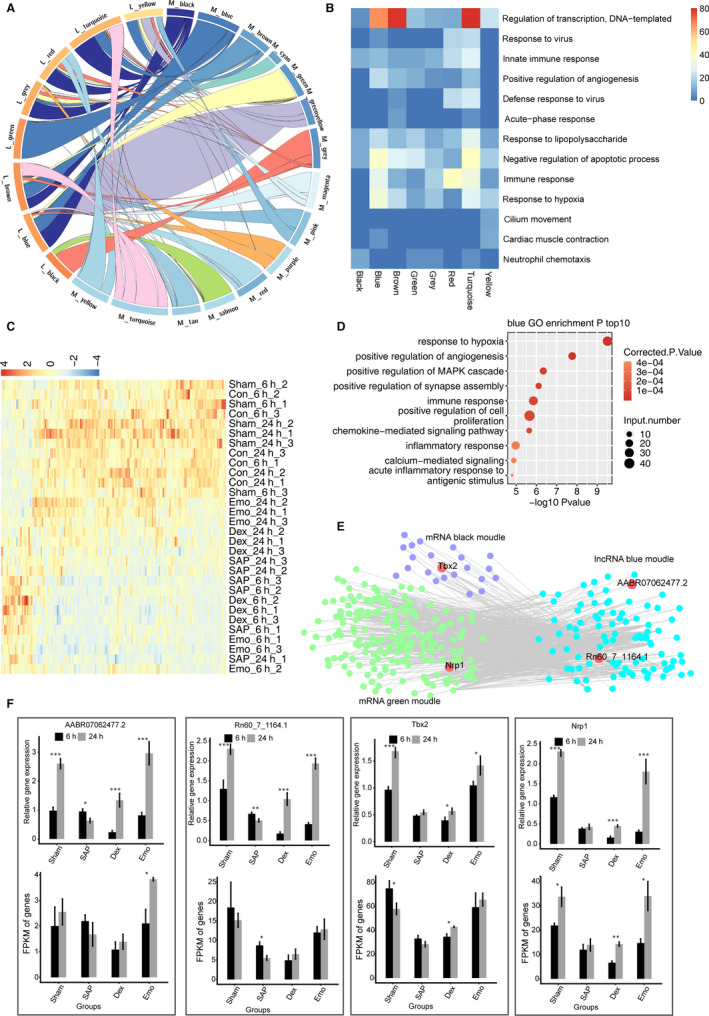
Analysis of lncRNAs‐mRNAs co‐expression networks. A, Interactions between each lncRNA module and each mRNA module are shown. B, GO analysis terms of mRNAs co‐expressed with each lncRNA module are presented by Heat map. The top GO analysis term for mRNAs of each lncRNA module is shown. Colour degree represents the normalization of statistical significance of each terms (−log 10 [*Q* value]). C, Heat map showing expression patterns of lncRNAs from the blue module. D, The top10 Go analysis terms for co‐expressed mRNAs with LncRNAs from the blue module. E, The co‐expression network of lncRNAs from the blue module and co‐expressed mRNAs from black and green modules. LncRNAs are on the right and co‐expressed mRNAs are on the left. F, RT‐qPCR validation of the mRNA expression levels of Tbx2, Nrp1 and LncRNAs AABR07062477.2 and Rn60_7_1164.1. RT‐qPCR (up) and RNA‐seq (FPKM) (down) are presented. Data are presented as means ± standard deviation (SD). Student's *t* test was performed to compare 6 and 24 h with significance set at a *P*‐value of <.05. *P < .05, **P < .01

We further explored the function of L_blue lncRNA modules, whose expression levels were unregulated after emodin treatment (Figure 6C). GO analysis showed that mRNAs co‐expressed within this lncRNA module were enriched in apoptotic processes, positive regulation of apoptotic processes, response to a virus, regulation of transcription DNA‐template and positive regulation of cell migration (Figure 6D). We further generated co‐expression networks of lncRNA modules with their mRNA pairs and mapped their strength of interaction. The strength of interaction map revealed a strong correlation between mRNA genes and these lncRNA modules, including Tbx2 (Figure 6E). 

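Tbx2 (ENSRNOG00000003517, chromosome 10 in the authors' annotation) was set against 2 lncRNAs over the 30 libraries. These were Rn60_7_1164.1 (ENSRNOG00000048148, chromosome 7) and AABR07062477.2 (ENSRNOG00000052597, chromosome 4). With Rn60_7_1164.1 its r was 0.786 (permutation p = 1e-05, the smallest possible; adjusted p = 5e-05 over 10 relations; rho = 0.857, permutation p = 1e-05). It was 0.812 without the 2 libraries farthest from the median, 0.749 within the 18 libraries of rats given taurocholate and 0.491 within the 12 Sham and Con libraries. With AABR07062477.2 the r of 0.360 did not pass (permutation p = 0.0516, adjusted p = 0.0860; rho = 0.434, permutation p = 0.0178). There r was 0.590 without the 2 farthest libraries and 0.699 within the rats given taurocholate, but -0.098 within the Sham and Con libraries. Among the lncRNAs named with the qPCR data, Rn60_20_0066.11 had r = 0.643 with Tbx2 (adjusted p = 0.00044), and AABR07051642.1 (0.015) and AABR07051639.1 (0.037) had adjusted p-values of 0.950.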

The expression levels of Tbx2, Nrp1 and lncRNAs (AABR07062477.2 and Rn60_7_1164.1) involved in the co‐expression network were subsequently validated by qPCR (Figure 6F). These genes showed higher expression levels in Sham and Emo groups than in SAP and DEX groups at 24 hours (Figure 6F). In particular, the co‐expression network of LncRNAs Rn60_7_1164.1 and AABR07062477.2 from the blue lncRNA module and Nrp1 from the green mRNA module was affected by emodin but not DEX. These results demonstrate the effect of emodin on the lncRNA‐mRNA co‐expression networks to be different from DEX.

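At 24 hours, Tbx2 had 57.9 ± 8.3 FPKM in Sham-24h (SD, n = 3 rats in each group), 28.3 ± 3.76 in SAP-24h, 42.8 ± 0.949 in DEX-24h and 65.6 ± 9.4 in Emo-24h. Nrp1 (ENSRNOG00000010744, chromosome 19) had 33.7 ± 6.93, 13.9 ± 4.28, 14.3 ± 1.56 and 34.0 ± 10.3 FPKM in the same order. For Rn60_7_1164.1 the FPKM values were 15.2 ± 3.09, 5.5 ± 1.08, 6.5 ± 2.24 and 12.9 ± 4.49. For AABR07062477.2 they were 2.55 ± 0.88, 1.68 ± 0.791, 1.39 ± 0.502 and 3.83 ± 0.104. SAP-24h was lower than Sham-24h in every rat for Nrp1 (log2 fold change -1.16, standard error 0.25, adjusted p = 0.00534, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Rn60_7_1164.1 (-1.33, standard error 0.379, adjusted p = 0.0255) and Tbx2 (-0.91, standard error 0.239, adjusted p = 0.017). Tbx2 changed by less than 2-fold, so it was not a DEG. With 1 rat left out, the largest adjusted p was 0.0751 for Tbx2, 0.0897 for Rn60_7_1164.1 and 0.0401 for Nrp1. AABR07062477.2 differed less (-0.49, standard error 0.468, adjusted p = 0.53 in the same edgeR test), and its rats overlapped.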

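Against SAP-24h, Nrp1 was higher in Emo-24h by a log2 fold change of 1.14 (standard error 0.249, adjusted p = 0.00926, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and differed by -0.03 in DEX-24h (standard error 0.247, adjusted p = 0.950). The second value changed sign, from -0.23 to 0.12, with 1 rat left out, and the largest adjusted p of the first was then 0.0667. Rn60_7_1164.1 was higher in Emo-24h by 1.06 (standard error 0.378, adjusted p = 0.0782) and in DEX-24h by 0.14 (adjusted p = 0.849; -0.03 without replicate 3 of DEX-24h). For AABR07062477.2 the changes were 1.05 in Emo-24h (standard error 0.468, adjusted p = 0.153) and -0.35 in DEX-24h (adjusted p = 0.701; 0.01 without replicate 2 of SAP-24h). For Tbx2 they were 1.06 (standard error 0.24, adjusted p = 0.0112; 0.0519 without replicate 1 of Emo-24h) and 0.52 (adjusted p = 0.194). All Emo-24h rats were above all SAP-24h rats for each of these genes. The difference between the drugs was tested by Emo-24h vs DEX-24h. It was 1.17 for Nrp1 (standard error 0.25, adjusted p = 0.00478), 1.40 for AABR07062477.2 (standard error 0.474, adjusted p = 0.0652), 0.92 for Rn60_7_1164.1 (adjusted p = 0.143) and 0.54 for Tbx2 (adjusted p = 0.175 in the same edgeR test). Every Emo-24h rat was above every DEX-24h rat in each of these genes as well.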

## 4 DISCUSSION

ALI is the most severe complication resulting from SAP, responsible for 60%‐70% SAP‐associated deaths within the first week.^3^, ^4^ Many investigations have assessed the pathogenesis of SAP‐ALI and tested the effectiveness of potential drugs (eg. DEX and emodin) in animal models and SAP‐ALI patients.^6^ However, the molecular mechanisms involved in SAP‐ALI and effective drug treatment protocols have not been fully elucidated.^5^ In this study, we explored lncRNA‐mediated signal transduction networks underlying the pathogenesis and drug treatment responses in SAP‐ALI rats. This study showed that both emodin and DEX were therapeutic for SAP‐ALI, but the lung tissue gene expression profile with emodin treatment was similar to normal control rats. In particular, the lncRNA‐mRNA co‐expression modules affected by emodin were different from those of DEX, which indicates differences in molecular treatment effects for SAP‐ALI. Thus, this study provides evidence that emodin may be a suitable alternative or complementary medicine to DEX for the treatment of SAP‐ALI.

DEX is widely used to manage the inflammatory response during emergencies associated with various inflammatory diseases.^51^, ^52^ Emodin has also been reported having anti‐inflammatory, immunosuppressive, anti‐sepsis, anti‐fibrosis and anti‐neoplastic activities.^12^, ^53^, ^54^ In fact, both emodin and DEX ameliorate inflammatory responses and lung injury by decreasing serum TNF‐α and increasing the expression of AQP1 and AQP5 in the lungs of SAP‐ALI rats.^23^ Our previous study demonstrated that both emodin and DEX reduced lung injury by decreasing pre‐B‐cell colony‐enhancing factor expression and by the promotion of polymorphonuclear neutrophil apoptosis in a rat model.^22^ In this study, both DEX and emodin reduced lung injury in rats with SAP and decreased TNF‐α and IL‐6 expression. A previous study shows that DEX reduced the inflammatory response but failed to reduce the lung tissue injury in a SAP rat model.^10^ Moreover, like corticosteroids, high‐dose DEX produces frequent adverse effects including sleep insomnia, rapid weight gain, indigestion, glaucoma, hypokalaemia, pulmonary oedema, fungal infection and mood depression.^55^ We, therefore, speculated that the molecular mechanisms underlying the therapeutic effects of emodin and DEX on lung injury would be different in SAP‐ALI rats.

In this study, emodin and DEX differentially affected expression levels of protein‐encoding genes as well as lcnRNAs in the lung tissue of rats with SAP‐ALI. In particular, emodin predominately up‐regulated expression of mRNAs and lncRNAs in the lung tissue of rats with SAP‐ALI. A previous study showed that emodin attenuates apoptosis and inflammation induced by lipopolysaccharide via increases in the expression of the lncRNA, TUG1, in murine chondrogenic ATDC5 cells.^34^ DEX has been shown to induce cell death of human osteoblasts while ectopic overexpression of a lncRNA can inhibit DEX‐induced apoptosis and programmed necrosis in OB‐6 cells and primary human osteoblasts.^56^ Previous studies have shown that microRNAs, for example miR‐339‐3p, were aberrantly expressed during the pathogenesis of SAP‐ALI.^5^, ^30^ Emodin may inhibit inflammatory signalling pathways by increasing the expression of microRNA‐30a‐5p.^33^ DEX is known to regulate inflammation and immunity by decreasing microRNA‐155 in the liver of septic mice.^57^ These results indicate that emodin and DEX may adversely regulate expression of lncRNAs and microRNAs. MicroRNAs can inhibit the expression of mRNAs that have partial complementary sequences.^58^ Further, lncRNAs, for example LINCMD1, can regulate the abundance of miR‐133 and miR‐135 by binding and sequestering each, serving as microRNA sponges.^35^ It is possible to speculate that DEX and emodin affect the expression of lncRNAs that serve as sponges for microRNAs, affecting the expression of target mRNAs. Thus, DEX and emodin may have different effects on lncRNAs‐mRNA regulatory networks in the lung tissue of rats with SAP‐ALI. The role of microRNAs in such networks is an important area of investigation in future studies.

Weighted gene co‐expression network analysis (WGCNA) has been widely used to reveal the potential expression relationships between protein‐coding genes and lncRNAs.^48^ In order to deduce their potential function, lncRNAs need to be examined in relation to mRNAs, whose functions have already been annotated.^46^, ^59^, ^60^ As far as we know, no study has examined the expression profile of lncRNAs during SAP‐ALI with or without emodin and/or DEX treatment. In this study, WGCNA was used to identify DEX and emodin‐associated lncRNAs‐mRNAs co‐expression networks in the lung tissue of rats with or without SAP. Results showed that both DEX and emodin had specific associated lncRNA‐mRNA co‐expression modules. It is possible to speculate that co‐expressed mRNA‐lncRNA networks are involved in the mechanisms underlying the therapeutic or side effects of emodin and DEX treatment of rats with SAP‐ALI. For example, the blue lncRNA module and green mRNA module were significantly associated with DEX, but not with emodin. LncRNAs Rn60_7_1164.1 and AABR07062477.2 from the blue lncRNA module, respectively, showed a positive and negative relationship with expressions of neuropilin‐1 (Nrp1) from the green mRNA module. These results indicate that lncRNAs function by regulating the expression of potential target mRNA. 

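Across the 30 libraries, the r of Nrp1 with Rn60_7_1164.1 was 0.672 (permutation p = 5e-05, adjusted p = 0.000167 over 10 relations; rho = 0.785, permutation p = 1e-05). Without the 2 libraries farthest from the median it was 0.665. The relation held within the 18 libraries of rats given taurocholate (r = 0.700) and not within the 12 Sham and Con libraries (r = 0.171). With AABR07062477.2, the r of Nrp1 was 0.654 (permutation p = 9e-05, adjusted p = 0.000225; rho = 0.615, permutation p = 0.00043), and 0.551 without the 2 farthest libraries. It was 0.807 within the rats given taurocholate and 0.436 within the Sham and Con libraries.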

Nrp1, a receptor for transforming growth factor β1, activates its latent form and enhances the activity of regulatory T cells^61^ involved in immune response regulation. Activation of the cellular immune response is essential to acute pancreatitis.^62^ The expression of Nrp1 is controlled by the TGF‐β signalling pathway, which can regulate the innate immune response negatively.^63^, ^64^ In particular, Nrp1 showed higher expression levels in Sham and Emo groups than in SAP and DEX groups at 24 hours. We, therefore, suggest that emodin but not DEX affects the lncRNA‐mRNA co‐expression module that promotes the immune response in lung tissue of rats with SAP‐ALI. Based on these results, future studies will be required to identify this potential lncRNA‐mRNA regulatory mechanism.

In conclusion, this study demonstrated both emodin and DEX to alleviate lung injury in rats with SAP‐ALI. However, emodin and DEX differentially affected the gene expression profile of lung tissue. Further, this study advanced the current understanding of possible treatment mechanisms by which emodin and DEX influence SAP‐ALI from the perspective of lncRNA‐mRNA co‐expression networks. Most importantly, this study showed that emodin‐associated lncRNA‐mRNA co‐expression networks were different from DEX networks (eg LncRNAs Rn60_7_1164.1‐Nrp1‐AABR07062477.2), suggesting different therapeutic mechanisms for SAP‐ALI. As such, this study provides preliminary evidence that emodin, as well as the Chinese herbal medicine rhubarb, may be an alternative or complementary medicine to the use of DEX for SAP‐ALI treatment. Moreover, this study provides data platforms and cues for future studies into the underlying mechanisms by which emodin and DEX differentially improve SAP‐ALI through signal transduction networks that involve lncRNAs.

## CONFLICT OF INTEREST

All authors declare no conflicts of interest.

## AUTHOR CONTRIBUTION

**Caiming Xu:** Conceptualization (lead); Formal analysis (lead); Methodology (lead); Writing‐original draft (lead). **Yalan Luo:** Methodology (equal); Writing‐original draft (supporting). **Michael Ntime:** Writing‐review & editing (equal). **Weili Quan:** Formal analysis (supporting); Methodology (supporting); Writing‐original draft (supporting). **Zhaoxia Li:** Data curation (equal); Methodology (supporting). **Qiushi Xu:** Methodology (supporting). **Liu Jiang:** Data curation (equal); Methodology (supporting). **Jingwen Zhang:** Funding acquisition (supporting). **Dong Shang:** Supervision (equal); Writing‐review & editing (equal). **Lei Li:** Formal analysis (equal); Methodology (supporting); Writing‐original draft (equal). **Guixin Zhang:** Conceptualization (supporting); Funding acquisition (equal); Supervision (equal); Writing‐review & editing (equal). **Hailong Chen:** Conceptualization (equal); Funding acquisition (lead); Project administration (lead); Writing‐review & editing (equal).

## COMPLIANCE WITH ETHICS REQUIREMENTS

This programme has compliance with ethics requirements.

## Supporting information

Table S3 Click here for additional data file.

Table S4 Click here for additional data file.

Table S5 Click here for additional data file.

Supplementary Material Click here for additional data file.

## Data Availability

All data generated and analysed during this study have been included in this published article and its supporting information files. The data sets supporting the results of this article are available in the NCBI Gene Expression Omnibus and are accessible through GEO series accession number GSE151572. All other data are available upon reasonable request from the corresponding author.

# Supplementary material for: Effect of emodin on long non‐coding RNA‐mRNA networks in rats with severe acute pancreatitis‐induced acute lung injury
**Source:** J Cell Mol Med. 2021 Jan 12;25(4):1851–66. doi: 10.1111/jcmm.15525
**Supplement:** Supplementary file 4 — Supplementary Material

**Effect of emodin on long non-coding RNA-mRNA networks in rats with severe acute pancreatitis-induced acute lung injury**

Caiming Xu^a^, Yalan Luo^a^, Michael Ntim^b^, Weili Quan^c^, Zhaoxia Li^a^, Qiushi Xu^a^, Liu Jiang^a^, Jingwen Zhang^d^, Dong Shang^a^, Lei Li^e,^*****, Guixin Zhang^a,^*****, Hailong Chen^a,^*****

**Supplementary Figures**

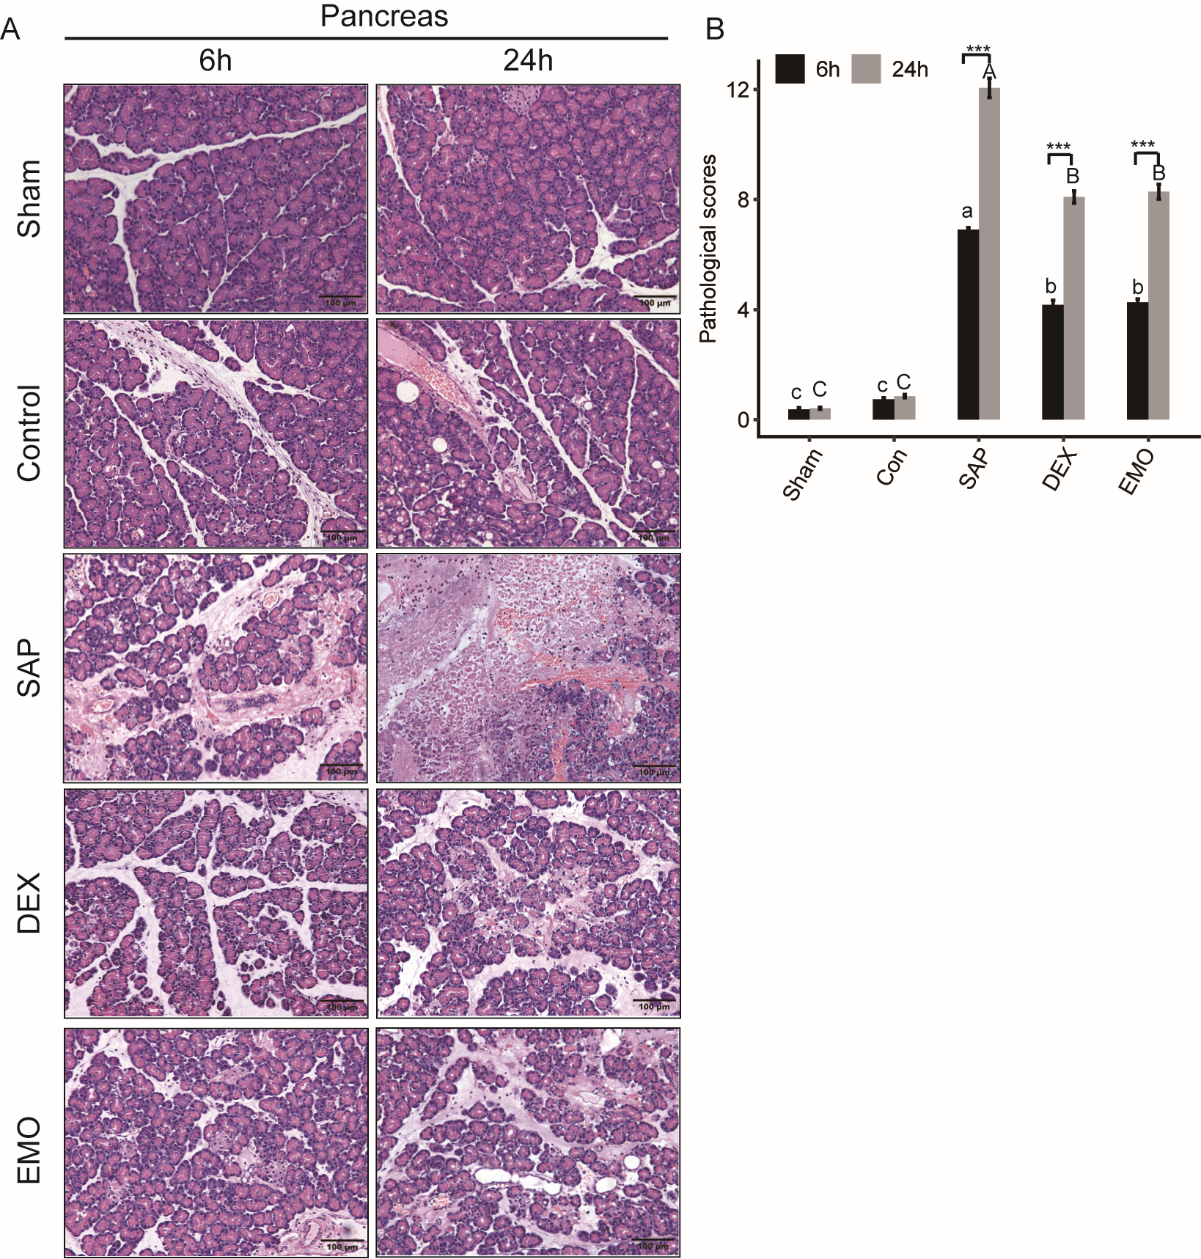

**Fig. S1 Pathologic characteristics of pancreatic tissues from SAP-ALI rats with drug treatments**. **A**. Hematoxylin-Eosin staining of pancreatic tissue. Representative images of Hematoxylin-Eosin staining of pancreatic tissue were selected from each group. The scale bar is 100 μm. **B**. Quantitative analysis of pathological scores. Data are presented as the mean ± standard deviation (SD). Student’s *t*-test was performed to compare 6h and 24h in each group with significance set at a *P* value of less than 0.05. * *P* < 0.05, ** *P* < 0.01. Different letters on the bar (lowercase for 6h and uppercase for 24h, respectively) indicate a significant difference between two groups (Tukey HSD, *P* < 0.05).

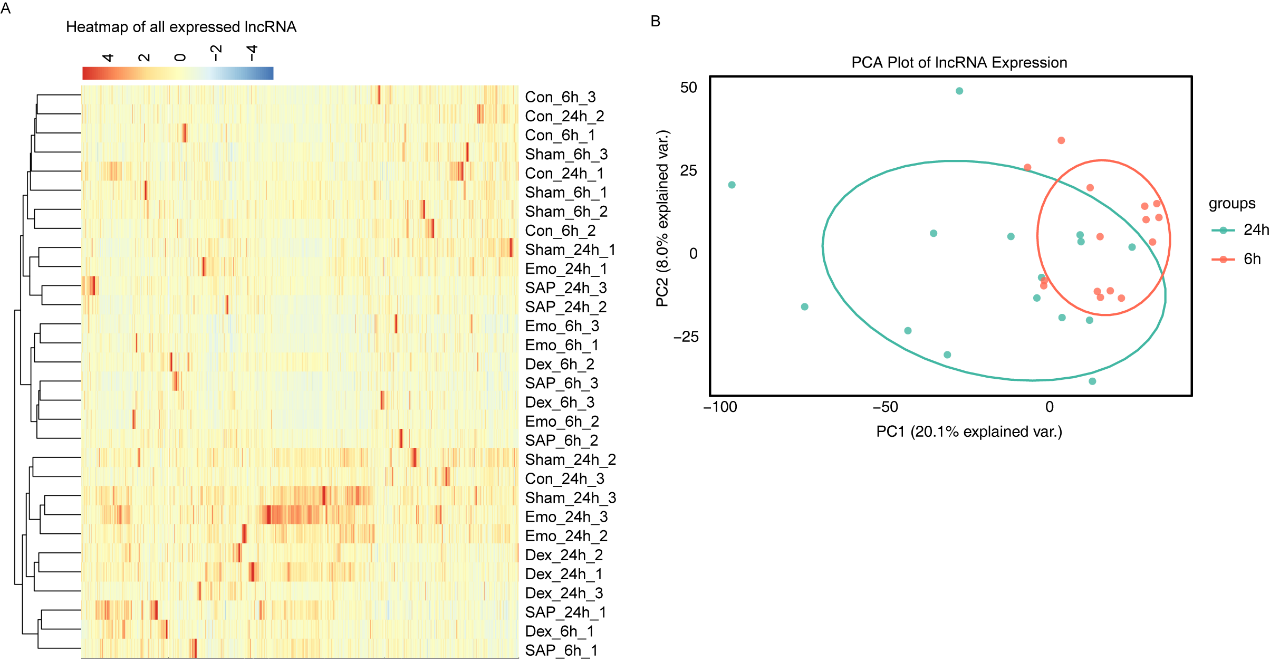

**Fig. S2 Effect of drug treatment on the LncRNA expression profile of lung tissue from SAP-ALI rats**. **A**. Heat map of the correlation coefficient for 30 samples based on the LncRNAs expression level. **B**. Principal component analysis (PCA) of 30 distinct samples from five treatment groups based on normalized LncRNAs expression level. The samples were grouped by treatment time (6h and 24h).

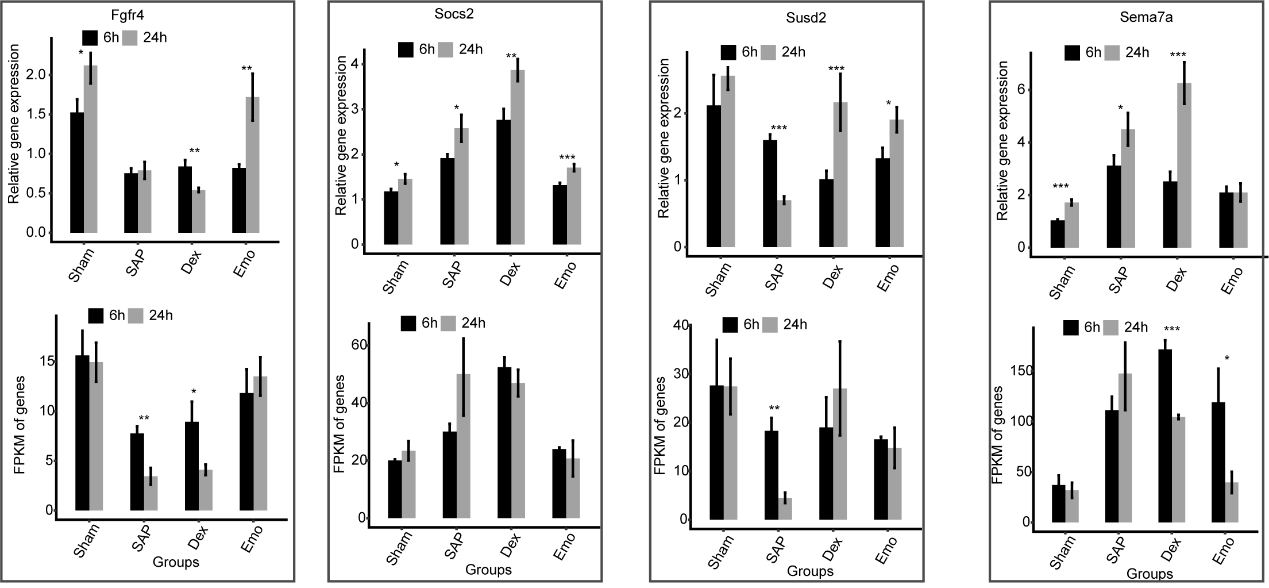

**Fig. S3 RT-qPCR validation of selected DEGs.** Data are represented as the mean ±standard deviation (SD). Student’s *t*-test was performed to compare 6h and 24h with significance set at a *P* value of less than 0.05. * *P* < 0.05, ** *P* < 0.01.

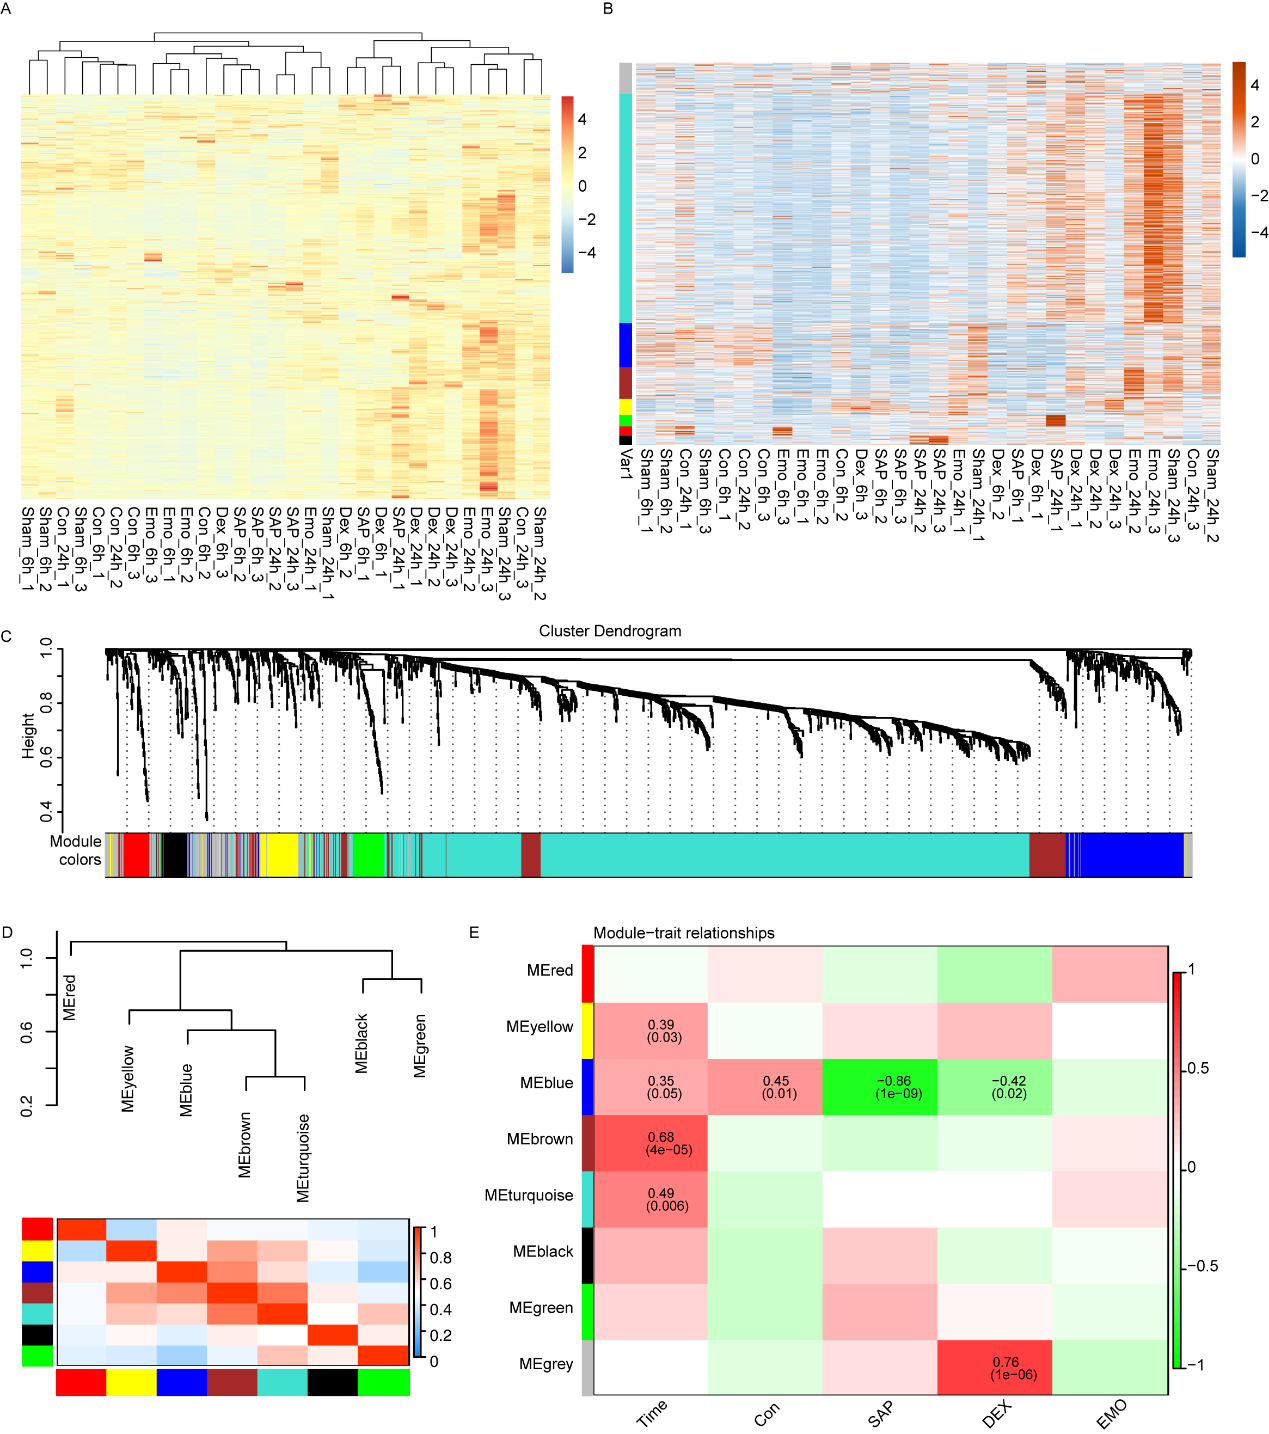

**Fig. S4 The co-expression pattern of differential expression of LncRNAs by weighted gene co-expression correlation network analysis (WGCNA)**. **A**. Hierarchical clustering and heat map of all samples based on all the differentially expressed LncRNAs. **B**. Expression modules of differentially expressed LncRNAs are presented by WGCNA. **C**. Dendrogram of all differentially expressed LncRNA by hierarchical cluster analysis. Each co-expressed gene was assigned with module colours. **D**. Cluster analysis and heat map of each gene co-expression modules based on their correlations. **E**. Heat map of the correlations between each gene co-expression module (colour names) with traits (time, control, SAP, DEX, and EMO). Pearson correlation coefficients with and P values < 0.05 (in brackets) are presented.

**Supplementary Tables**

**Table S1. Primers that were used for qPCR in DEGs and DELncRNAs**

| **Gene name** | **Forward primers** | **Reverse primers** |
| --- | --- | --- |
| **DEGs** |  |  |
| Tbx2 | AGCTAACGCTGCCCACTCT | CAGGACGAGGCATCGGATTC |
| Serpinb9 | CAGAGGAGATGCTCACAGGA | TCTGAAGCAAATGGCACCTTT |
| Nrp1 | TGGTGAGCCCTGTGGTCTA | TTCCTTCCAGTGGTCTCCTTG |
| Cxcl12 | CAGTCAGCCTGAGCTACAGAT | TGAAGGGCACAGTTTGGAGT |
| Fgfr4 | CTCTCGCAGCAGTGAGAACAG | TGGTCCTTCGGGATCCTGCT |
| Susd2 | GCGACCACTTCTGCGTTCT | AGGCTCTTCAGGCGATGCT |
| Cebpb | AGCGACGAGTACAAGATGC | GCTGCTCCACCTTCTTCTG |
| Sema7a | CAACCCATACCCACGGAAAC | GAGTGGAACAATGGTGTCTTCA |
| Cdkn1a | GTGATGTCCGACCTGTTCCA | CGTCTCAGTGGCGAAGTCA |
| Maff | GCGTCATCACCATTGTCAAGT | CAGAAGGCACTCAGGCTCTT |
| Socs2 | TGGCAATAGGTTAGGACTCACA | ACAAGAATGTCACGCTACACAG |
| Serpina1 | CGTTGCCCAGGTAATCCATC | CCATTCAATCCTGAGCACACTA |
| Rat-GAPDH | AAGTTCAACGGCACAGTCAAG | ACATACTCAGCACCAGCATCA |
|  |  |  |
| **LncRNAs** |  |  |
| Rn60_7_1164.1 | TGCTTCCAGTGCTTCAAGG | GTGTAAAGAAGAACCTCATTGC |
| AABR07051642.1 | TCCAGATGACACAGTCTCCAG | CTTCTGCTGATACCACGCTAA |
| Rn60_20_0066.11 | GCAGGTTCAGAGGTGTAGCA | GGAGCAGCGCAGAAGAGAA |
| AABR07062477.2 | TGGTGTCCGACATCTGTTGG | GCGGCAGAACCTTGAGCAT |
| AABR07051639.1 | CGAATGTCTAGCAAGTGAGGA | AATAAGTCGCAGCATCTTCAGA |

**Table S2. Summary of sample names, description, the RNA-seq sequencing information and mapping results in each sample**

| SampleID | raw_total | clean_total | ratio_total | raw_base | clean_base | ratio_base | uniqtag | Q20 | Q30 | GC | DUP |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Con_6h_1 | 80275308 | 74669192 | 93.02% | 12.041G | 10.763G | 89.39% | 36399718(48.75%) | 97.54 | 92.91 | 53% | 87.48% |
| Con_6h_2 | 73310736 | 68094923 | 92.89% | 10.997G | 9.814G | 89.25% | 36397207(53.45%) | 97.65 | 93.15 | 51% | 85.41% |
| Con_6h_3 | 72702974 | 67727897 | 93.16% | 10.905G | 9.790G | 89.77% | 35419545(52.30%) | 95.22 | 87.77 | 52% | 85.86% |
| Sham_6h_1 | 85510686 | 79476479 | 92.94% | 12.827G | 11.487G | 89.55% | 41295241(51.96%) | 95.26 | 87.96 | 50% | 85.85% |
| Sham_6h_2 | 74486042 | 69319361 | 93.06% | 11.173G | 10.020G | 89.68% | 36549350(52.73%) | 96.64 | 90.81 | 50% | 84.91% |
| Sham_6h_3 | 72748986 | 67252196 | 92.44% | 10.912G | 9.709G | 88.97% | 34536540(51.35%) | 95.14 | 87.65 | 52% | 85.87% |
| Con_24h_1 | 66961038 | 62710166 | 93.65% | 10.044G | 8.963G | 89.24% | 32937290(52.52%) | 97.67 | 93.26 | 51% | 86.35% |
| Con_24h_2 | 78769430 | 73236821 | 92.98% | 11.815G | 10.568G | 89.44% | 37818500(51.64%) | 95.29 | 87.98 | 51% | 86.34% |
| Con_24h_3 | 67965224 | 62766850 | 92.35% | 10.195G | 9.055G | 88.82% | 34350676(54.73%) | 97.68 | 93.2 | 51% | 84.28% |
| Sham_24h_1 | 89693622 | 82148536 | 91.59% | 13.454G | 11.788G | 87.62% | 43296742(52.71%) | 96.19 | 89.76 | 50% | 86.02% |
| Sham_24h_2 | 83662548 | 77283360 | 92.38% | 12.549G | 11.084G | 88.33% | 41893073(54.21%) | 97.67 | 93.19 | 49% | 84.10% |
| Sham_24h_3 | 89002786 | 82590335 | 92.80% | 13.350G | 11.856G | 88.81% | 44028662(53.31%) | 95.37 | 88.24 | 50% | 83.24% |
| SAP_6h_1 | 76832424 | 71901241 | 93.58% | 11.525G | 10.351G | 89.82% | 28385659(39.48%) | 97.68 | 93.54 | 51% | 85.60% |
| SAP_6h_2 | 96533192 | 92307221 | 95.62% | 14.480G | 13.294G | 91.81% | 34955489(37.87%) | 97.86 | 93.85 | 50% | 87.27% |
| SAP_6h_3 | 87251468 | 84218549 | 96.52% | 13.088G | 12.122G | 92.62% | 32147909(38.17%) | 97.6 | 93.32 | 51% | 87.32% |
| Dex_6h_1 | 85383856 | 82884269 | 97.07% | 12.808G | 11.949G | 93.29% | 30943242(37.33%) | 97.76 | 93.75 | 51% | 87.29% |
| Dex_6h_2 | 78442186 | 76302503 | 97.27% | 11.766G | 10.995G | 93.44% | 28749764(37.68%) | 97.82 | 93.86 | 51% | 86.85% |
| Dex_6h_3 | 87169134 | 84956092 | 97.46% | 13.075G | 12.247G | 93.66% | 31007380(36.50%) | 97.88 | 94.01 | 52% | 88.12% |
| Emo_6h_1 | 74055258 | 72097609 | 97.36% | 11.108G | 10.398G | 93.60% | 26990342(37.44%) | 97.86 | 93.95 | 52% | 87.47% |
| Emo_6h_2 | 79639446 | 77388725 | 97.17% | 11.946G | 11.136G | 93.22% | 29282635(37.84%) | 97.8 | 93.79 | 51% | 87.61% |
| Emo_6h_3 | 75846052 | 73834584 | 97.35% | 11.377G | 10.637G | 93.49% | 27973653(37.89%) | 97.83 | 93.87 | 52% | 87.63% |
| SAP_24h_1 | 81524814 | 78957586 | 96.85% | 12.229G | 11.329G | 92.64% | 29549205(37.42%) | 97.67 | 93.58 | 50% | 87.04% |
| SAP_24h_2 | 86338710 | 83772704 | 97.03% | 12.951G | 12.027G | 92.87% | 30773984(36.74%) | 97.56 | 93.29 | 51% | 87.89% |
| SAP_24h_3 | 79091640 | 76902991 | 97.23% | 11.864G | 11.043G | 93.08% | 29483739(38.34%) | 97.64 | 93.49 | 50% | 86.74% |
| Dex_24h_1 | 96612792 | 93568404 | 96.85% | 14.492G | 13.421G | 92.61% | 37625935(40.21%) | 97.48 | 93.13 | 49% | 85.15% |
| Dex_24h_2 | 77810472 | 75721987 | 97.32% | 11.672G | 10.886G | 93.27% | 29784678(39.33%) | 97.71 | 93.68 | 50% | 86.32% |
| Dex_24h_3 | 78694320 | 75651060 | 96.13% | 11.804G | 10.846G | 91.88% | 30461782(40.27%) | 97.32 | 92.72 | 50% | 86.23% |
| Emo_24h_1 | 71934308 | 67736060 | 94.16% | 10.790G | 9.728G | 90.16% | 28735183(42.42%) | 97.81 | 93.69 | 50% | 84.91% |
| Emo_24h_2 | 82128690 | 78628767 | 95.74% | 12.319G | 11.269G | 91.47% | 33805744(42.99%) | 97.16 | 92.36 | 49% | 84.16% |
| Emo_24h_3 | 74837172 | 72171050 | 96.44% | 11.226G | 10.381G | 92.47% | 31594472(43.78%) | 97.32 | 92.74 | 50% | 82.61% |

**Table S3. The expression level of mRNA genes (FPKM)**

This file is not suitable for merging into this word file for submission. It is available upon request from the corresponding author.

**Table S4. The expression level of all LncRNA genes (FPKM).**

This file is not suitable for merging into this word file for submission. It is available upon request from the corresponding author.

**Table S5 List of GO terms enriched by mRNA gene from selected co-expression modules**

This file is not suitable for merging into this word file for submission. It is available upon request from the corresponding author.

**Table S6. Correlation pairs statistics with a different threshold of lncRNA-mRNA, lncRNA-lncRNA, and mRNA-mRNA**

| **Network** | **Threshold** | **Pair number** | **Positive pair number(Per)** | **Negative pair number(Per)** | **LncRNA number in pairs** | **mRNA number in pairs** |
| --- | --- | --- | --- | --- | --- | --- |
| **LncRNA-mRNA** | abs(cor)>=0.5, Pvalue<=0.05 | 4146651 | 2823165 | 1323486 | 4636 | 21201 |
|  | abs(cor)>=0.7, Pvalue<=0.01 | 854327 | 703114 | 151213 | 4502 | 19081 |
| **LncRNA-LncRNA** | abs(cor)>=0.5, Pvalue<=0.05 | 759933 | 744348 | 15585 | 4636 | -- |
|  | abs(cor)>=0.7, Pvalue<=0.01 | 293831 | 292988 | 843 | 3650 | -- |
| **mRNA-mRNA** | abs(cor)>=0.5, Pvalue<=0.05 | 17246972 | 10990598 | 6256374 | -- | 21203 |
|  | abs(cor)>=0.7, Pvalue<=0.01 | 6178066 | 4535033 | 825150 | -- | 19524 |

**Table S7 Relationship between lncRNA and mRNA modules based on the correlation network**

|  |  | **LncRNA module** | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | turquoise | blue | brown | grey | yellow | green | red | black |
| **mRNA module** | black | 146 | 43 | 9 | 32 | 1 |  | 27 | 0 |
|  | blue | 1437 | 844 | 173 | 24 | 10 | 3395 | 9 | 1 |
|  | brown | 425 | 147 | 61 | 11 | 2 | 7 | 0 | 0 |
|  | cyan | 3 | 1 | 0 | 14 | 0 | 0 | 0 | 0 |
|  | green | 84 | 893 | 201 | 131 | 12 | 56 | 19 | 1 |
|  | greenyellow | 33 | 13 | 3 | 4 | 178 | 0 | 0 | 0 |
|  | grey | 1234 | 1001 | 378 | 200 | 147 | 24 | 107 | 209 |
|  | magenta | 975 | 87 | 71 | 266 | 271 | 13 | 3 | 0 |
|  | pink | 57 | 3 | 62 | 5 | 1458 | 0 | 0 | 0 |
|  | purple | 72 | 45 | 1 | 624 | 29 | 0 | 3 | 0 |
|  | red | 24 | 170 | 112 | 73 | 2 | 1 | 483 | 0 |
|  | salmon | 83 | 1 | 19 | 24 | 0 | 71 | 0 | 445 |
|  | tan | 29 | 101 | 20 | 177 | 1 | 1 | 0 | 0 |
|  | turquoise | 100990 | 1200 | 17091 | 2 | 374 | 20 | 0 | 8 |
|  | yellow | 911 | 2 | 10 | 1 | 0 | 3 | 2621 | 0 |

How the deposited data were processed for this re-analysis (not part of the article)

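Gene expression was measured by RNA-seq in the lungs of 30 male Sprague Dawley rats, 3 in each of 10 groups (Sham, Con, SAP, DEX and Emo, at 6 and 24 hours). The authors clipped adaptors and low-quality bases, mapped the paired reads with TopHat2 allowing 2 mismatches to the Ensembl rat genome rat_ensembl_v6, discarded multi-mapped reads and counted uniquely mapped reads on genes. The authors deposited counts, which are whole numbers without normalization, for 22914 genes. The authors also deposited FPKM values, rounded to 2 decimals, for 22907 of them. Mapping itself was not repeated.

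Counts were used for differential expression and FPKM for levels, components, modules and pairs. Differential expression was computed in R 4.3.3 with edgeR 4.0.16 (limma 3.58.1): filterByExpr (minimum count 10, minimum total 15), TMM normalization and a quasi-likelihood model of 10 groups over 30 libraries, with Benjamini-Hochberg adjustment over the 15934 genes tested in each of 21 comparisons. A gene was called at an adjusted p under 0.05 and a fold change of at least 2. The interactions of SAP, DEX and emodin effects with time were contrasts of the same model. Components, correlations and permutation tests (100000 permutations) were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Components, module eigengenes and correlations between libraries or with marker lists used log2(FPKM + 1), and correlations between genes used FPKM. Figures were drawn with matplotlib 3.10.9. Comparisons of 3 rats with 3 used exact permutation tests, two-sided, whose smallest p is 0.10.

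Reads on genes ranged from 16813949 to 34692306 per library. The spread between rats was 37.4 to 208 times the counting variance. The steps were tested on simulated data: 170 of 200 changed genes were called with 11 unchanged ones, and 149 and 6 when only 6 libraries were fitted. The simulated changes were all larger than 2-fold and were drawn gene by gene. The real libraries behaved otherwise: for SAP-24h vs Sham-24h, a fit of 6 libraries called 3 DE mRNAs in place of 779. The median absolute error of the log2 fold change was 0.151.

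The comparisons, tests, alternatives and the rule for naming genes were set before the data were examined. Counts of DE mRNAs had been seen in a trial fit when the expectations of the closing tests were written, and the expectation for the interferon list was written once and then divided between 6 and 24 hours, as that for 2 lncRNAs was divided by lncRNA. The rule names 17 genes of the paper, the marker genes of the lists, and for SAP-24h vs Sham-24h, DEX-24h vs SAP-24h, Emo-24h vs SAP-24h and Emo-24h vs DEX-24h the 3 up-regulated and 3 down-regulated genes with the largest log2 fold change. These had to have an adjusted p under 0.05, a mean of at least 1 FPKM in a group, a symbol and all 3 libraries of 1 group above the other in FPKM, which chance gives for 10% of genes. Alternatives were RLE scaling, DESeq2 1.42.0, edgeR's exact test, models of the compared groups alone, other filters, an unadjusted p, a replicate block, a pseudocount of 0.1, Spearman correlation, other traits and references, and each library left out in turn.

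Modules were followed through the genes listed in Table S5 for their GO terms. Marker lists were written for 12 cell types and responses: B cells and plasma cells (8 genes tested), T cells (7), alveolar type 1 cells (6), alveolar type 2 cells (8), ciliated cells (7), endothelial cells (5), glucocorticoid targets (12), heart muscle (8), interferon response (9), male genes (4), neutrophils (8) and red blood cells (7). The list genes that were not matched included Trac, Foxj1, Pecam1, Ddx3 and Xist, so no female list was used. The newly assembled lncRNAs, enrichment of GO terms and KEGG pathways, the construction of modules and networks, histology, ELISA and qPCR were not analysed here. Tables S3 and S4 were held in part (1998 genes each) and were not used for tests of gene sets.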

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

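The tests of replicate 3 of Emo-6h, of the X-linked copies gene by gene, of read processing and the shares of mapped reads for the T cell and male lists and of dilution for the T cell list were chosen only after the result was seen. Each result below stands out either because an effect differed between 6 and 24 hours or because genes the paper does not discuss changed together.

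The effect of emodin on 262 mRNAs differed between the time points. Replicate 3 of Emo-6h alone does not account for it, since 43 were called without that library and fewer without others (3 without replicate 1 of Emo-6h and 1 without replicate 2 of SAP-6h). In models of the 12 libraries, the real grouping called 2 mRNAs, and 5 of 100 drawn groupings gave as many (the largest 544), so an accidental grouping of the rats stays open. Rats at 24 hours had received 2 doses and those at 6 hours 1 dose, so that time and dose differ together, and this was not tested.

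For DEX, 22 mRNAs differed between the time points, from 0 (without replicate 2 of SAP-6h) to 47 (without replicate 2 of SAP-24h). In models of the 12 libraries 2 were called, and 9 of 100 drawn groupings gave as many (the largest 82). For SAP, 4 mRNAs differed, 0 (971 at an unadjusted p under 0.05 with all libraries) without replicate 3 of SAP-24h and 14 without replicate 1 of SAP-6h. In models of the 12 libraries 0 were called, so that 100 of 100 drawn groupings gave as many and that count decides nothing. All contrasts for SAP also cross the difference in read mapping.

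Cebpb and Sema7a are 2 genes of the paper whose emodin effect differed between the time points, by -1.66 and -2.15 on the log2 scale (standard errors 0.391 and 0.581, adjusted p = 0.0295 and 0.0435, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In Emo-24h both were lower than in SAP-24h in every rat. With each of the 12 libraries left out in turn, the values were -1.91 to -1.26 for Cebpb and -2.66 to -1.69 for Sema7a, and the adjusted p was no longer under 0.05 in 6 and 7 of 12 fits (0.112 and 0.133 without replicate 2 of SAP-6h). In the model of the 12 libraries alone they were 0.128 and 0.140, and for Sema7a 0.0507 with a mean of at least 1 FPKM required, so that these calls depend on single libraries and on the model, among other choices. The groups compared all received taurocholate, but Emo-24h differs from SAP-24h in its shares of mapped reads as given below. Other technical causes were not tested for these genes.

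The T cell list (7 genes, all at or above 1 FPKM in Sham or Con lungs, the highest Cd3g at 17.0 FPKM) was lower in SAP-24h than in Sham-24h, with a median log2 fold change of -1.74. All 7 genes were lower, 4 with an adjusted p under 0.05 over all genes and 7 over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With 1 rat left out the median was -1.89 to -1.52, with 1 (without replicate 1 of SAP-24h) to 3 such genes. Dilution of all resident cells by incoming ones would lower the other cell types alike. Other lists were lower as well: alveolar type 1 by -0.71 (-0.38 without replicate 1 of SAP-24h), ciliated by -0.39 (-0.23 without replicate 1 of SAP-24h), heart muscle by -1.26 (-0.48 without replicate 1 of Sham-24h and -3.73 without replicate 3 of SAP-24h) and B cell and plasma cell by -0.375 (8 of 8 genes; -0.06 without replicate 1 of Sham-24h). In alveolar type 1 cells, Aqp5 (-1.55) and Clic5 (-0.74) had an adjusted p of 0.0421 and 0.037 in the same edgeR test. The alveolar type 2 list, however, was higher by 0.431 (7 of 8 genes; 0.29 to 0.49 with 1 rat left out), and the endothelial list had genes both higher and lower (median 0.213; 0.11 without replicate 1 of Sham-24h). This argues against dilution as the whole cause, and a part stays open. Read processing that follows the infusion alone would leave Emo-24h as low as SAP-24h, but the list was higher in Emo-24h, by 1.58. In its shares of mapped reads, however, Emo-24h lay 35.0% (uniquely mapped) and 45.9% (gene reads per uniquely mapped read) of the way from SAP-24h to Sham-24h. An effect of processing in proportion to these shares would give back less than the list regained. If the shares in any relation were the whole cause, the taurocholate groups at 6 hours, with 36.5% to 39.5% of reads uniquely mapped against 51.4% to 52.7% in Sham-6h (36.7% to 38.3% in SAP-24h and 52.7% to 54.2% in Sham-24h), would be as low against Sham-6h. Gene reads per uniquely mapped read were 93.4% or more in these groups, apart from replicate 3 of SAP-6h (52.3%), and 69.2% to 69.8% in Sham-6h. There the list was lower by -0.438 in SAP-6h (-0.684 without replicate 1 and -0.006 without replicate 2 of Sham-6h), -0.245 in Emo-6h (-0.68 without replicate 3 of Emo-6h and 0.106 without replicate 2 of Sham-6h) and -0.742 in DEX-6h (-0.974 without replicate 1 and -0.436 without replicate 2 of Sham-6h). These values argue against the shares as the whole cause, and a part stays open. A smaller share of T cells in the lung or less transcription in them, as hypotheses, stay open and were not tested.

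The male list (Ddx3y, Kdm5d, Uty and Eif2s3y) was lower in SAP-24h than in Sham-24h, with a median of -0.85 (3 of 4 genes with an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, all 4 changed by less than 2-fold; -1.13 to -0.674 with 1 rat left out). It was higher in DEX-24h than in SAP-24h, by 0.72 (3 of 4; 1.08 without replicate 1 of SAP-24h), and in Emo-24h than in SAP-24h, by 0.84 (3 of 4; 0.71 to 1.16). In SAP-24h vs Con-24h, however, the median was -0.026 (2 of 4 genes higher; -0.216 to 0.201 with 1 rat left out). In SAP-24h vs SAP-6h it was 0.119 (3 of 4 higher; -0.025 to 0.291). The list in SAP-24h was thus low against Sham-24h, and not against Con-24h or SAP-6h. Rats of different sex are excluded as a cause, since the lowest value of a male gene in any library was 0.33 FPKM, for Uty. Reads moved to the X-linked copies do not account for Uty and Eif2s3y, whose copies Kdm6a and Eif2s3 changed by -18.9 CPM together while these 2 lost 19.9, and lay 2.99 and 2.08 standard errors below a gain of 50% of the loss. For Ddx3y nothing is decided, since its copy Ddx3x changed by -38.7 CPM with a standard error wider than the 6.18 lost. For Kdm5d, which lost 10.4, such reads may be a source, since Kdm5c rose by 12.8. Read processing that follows the infusion alone would leave Emo-24h low, and the list rose there by 0.837, which is also more than in proportion to the shares of mapped reads given above. The list did not follow these shares in other groups either. It was higher in Sham-24h than in Con-24h by 0.884 (4 of 4 genes with an adjusted p under 0.05 in the same edgeR test; 0.728 to 1.10 with 1 rat left out), although 51.6% to 54.7% of reads were uniquely mapped in Con-24h and 52.7% to 54.2% in Sham-24h (gene reads per uniquely mapped read 67.3% to 72.1% and 61.4% to 68.2%, against 96.7% to 102% in SAP-24h). This argues against the shares in any relation as the whole cause. At 6 hours the list was lower than in Sham-6h by -0.29 in SAP-6h, -0.544 in Emo-6h and -0.383 in DEX-6h (-0.258 without replicate 2 of Sham-6h), so that a part stays open. A change in the cells of the lung was not tested for these genes.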

How the results depend on the processing

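The model of the 12 libraries alone for the interactions was chosen only after the result was seen, and so was the test of low depth by thinning, which took the place of leaving out replicate 3 of SAP-6h after the 7 DE mRNAs called without that library were known. Numbers of DE mRNAs in the 21 comparisons were within 1.5 times of those given with RLE size factors in place of TMM. Below, a changed number is one more than 1.5 times higher or lower, and where nothing else is said, the cause was not tested.

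At an unadjusted p under 0.05, where more genes pass by construction, the numbers were 270 for Sham-6h vs Con-6h, 432 for Sham-24h vs Con-24h, 492 for Sham-24h vs Sham-6h, 512 for Con-24h vs Con-6h, 400 for SAP-6h vs Con-6h, 594 for SAP-6h vs Sham-6h, 1279 for SAP-24h vs Sham-24h, 1038 for SAP-24h vs SAP-6h, 453 for DEX-6h vs SAP-6h, 1041 for DEX-6h vs Sham-6h, 1111 for DEX-24h vs SAP-24h, 1171 for DEX-24h vs Sham-24h, 498 for Emo-6h vs Sham-6h, 431 for Emo-6h vs SAP-6h, 805 for Emo-6h vs DEX-6h, 199 for Emo-24h vs Sham-24h, 1135 for Emo-24h vs SAP-24h and 1295 for Emo-24h vs DEX-24h. The interactions then gave 971 mRNAs for SAP, 739 for DEX and 1344 for emodin. DE lncRNAs were 50 for SAP-24h vs Sham-24h, 47 for Emo-24h vs SAP-24h and 232 in the union.

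With DESeq2, the numbers were 2 for Sham-6h vs Con-6h, 169 for Sham-24h vs Sham-6h, 105 for Con-24h vs Con-6h, 94 for SAP-6h vs Con-6h, 187 for SAP-6h vs Sham-6h, 587 for SAP-24h vs SAP-6h, 147 for DEX-6h vs SAP-6h, 176 for Emo-6h vs Sham-6h, 19 for Emo-6h vs SAP-6h and 382 for Emo-6h vs DEX-6h, and 115, 169 and 585 for the SAP, DEX and emodin interactions. DE lncRNAs were 27 for SAP-24h vs Sham-24h and 17 for Emo-24h vs SAP-24h. Marker genes with an adjusted p under 0.05, summed over 12 lists and 6 comparisons, were 70 in place of 38. With edgeR's exact test on the 6 libraries, the numbers were 18 for Sham-6h vs Con-6h, 85 for Sham-24h vs Sham-6h, 162 for Con-24h vs Con-6h, 169 for SAP-6h vs Con-6h, 216 for SAP-6h vs Sham-6h, 266 for DEX-6h vs SAP-6h, 71 for Emo-6h vs SAP-6h, 354 for Emo-6h vs DEX-6h and 65 for Emo-24h vs Sham-24h, and 14 DE lncRNAs were called for Emo-24h vs SAP-24h.

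A quasi-likelihood model of only the 6 libraries of a comparison has 4 residual degrees of freedom in place of 20. It gave 0 for Sham-24h vs Con-24h, 0 for Sham-24h vs Sham-6h, 0 for SAP-6h vs Sham-6h, 225 for SAP-24h vs Con-24h, 3 for SAP-24h vs Sham-24h, 175 for SAP-24h vs SAP-6h, 344 for DEX-6h vs Sham-6h, 219 for DEX-24h vs SAP-24h, 0 for Emo-6h vs Sham-6h, 0 for Emo-6h vs SAP-6h, 89 for Emo-6h vs DEX-6h and 0 for Emo-24h vs SAP-24h, while the counts at an unadjusted p from all libraries are those given above. DE lncRNAs were 0 for SAP-24h vs Sham-24h, 0 for Emo-24h vs SAP-24h and 48 for Emo-24h vs Emo-6h, and the union held 82. With the 12 libraries of 4 groups, the interactions gave 0 mRNAs for SAP, 2 for DEX and 2 for emodin.

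Without a filter on low counts, 22914 genes were tested and the numbers were 11 for Sham-24h vs Sham-6h and 1 for Emo-6h vs SAP-6h. With a mean of at least 1 FPKM required, 12410 genes were tested and the numbers were 101 for Sham-24h vs Con-24h, 316 for Emo-24h vs SAP-24h and 866 for Emo-24h vs Emo-6h. The interactions gave 2 mRNAs for SAP and 162 for emodin, and DE lncRNAs were 10 for SAP-24h vs Sham-24h, 5 for Emo-24h vs SAP-24h, 26 for Emo-24h vs Emo-6h and 55 in the union, with fewer lncRNAs tested.

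Replicate numbers do not pair the rats. The residual correlation of libraries with the same number in different groups had a median of -0.00861 (-0.355 to 0.353, 36 of 135 pairs over 0.1), and that of libraries with other numbers 0.0106 (-0.327 to 0.36, 73 of 270 pairs over 0.1). With the number as a replicate block in the model, 1 mRNA was called for Con-24h vs Con-6h, 8 for the SAP interaction and 14 for the DEX interaction, and the emodin interaction had an adjusted p of 0.0276 for Cebpb and 0.0522 for Sema7a (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

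With each of the 6 libraries left out in turn, the number of DE mRNAs was 0 (without replicate 1 of Con-6h) to 1 (without replicate 3 of Con-6h) for Sham-6h vs Con-6h, 26 (without replicate 2 of Con-24h) to 350 (without replicate 3 of Con-24h) for Sham-24h vs Con-24h, 0 (without replicate 2 of Sham-24h) to 24 (without replicate 2 of Sham-6h) for Sham-24h vs Sham-6h, 0 (without replicate 1 of Con-24h) to 12 (without replicate 1 of Con-6h) for Con-24h vs Con-6h, 0 (without replicate 3 of Con-6h) to 32 (without replicate 2 of Con-6h) for SAP-6h vs Con-6h, 3 (without replicate 3 of Sham-6h) to 59 (without replicate 1 of SAP-6h) for SAP-6h vs Sham-6h, 601 (without replicate 2 of Con-24h) to 1357 (without replicate 3 of Con-24h) for SAP-24h vs Con-24h, 390 (without replicate 1 of SAP-24h) to 821 (without replicate 3 of Sham-24h) for SAP-24h vs Sham-24h and 184 (without replicate 3 of SAP-6h) to 458 (without replicate 2 of SAP-24h) for SAP-24h vs SAP-6h. It was 6 (without replicate 2 of SAP-6h) to 89 (without replicate 2 of DEX-6h) for DEX-6h vs SAP-6h, 362 (without replicate 1 of DEX-6h) to 661 (without replicate 2 of DEX-6h) for DEX-6h vs Sham-6h, 331 (without replicate 2 of DEX-24h) to 623 (without replicate 2 of SAP-24h) for DEX-24h vs SAP-24h, 302 (without replicate 1 of Sham-24h) to 661 (without replicate 2 of Sham-24h) for DEX-24h vs Sham-24h, 5 (without replicate 1 of Emo-6h) to 199 (without replicate 2 of Emo-6h) for Emo-6h vs Sham-6h, 0 (without replicate 3 of Emo-6h) to 7 (without replicate 2 of Emo-6h) for Emo-6h vs SAP-6h, 44 (without replicate 1 of DEX-6h) to 272 (without replicate 2 of Emo-6h) for Emo-6h vs DEX-6h, 0 (without replicate 1 of Emo-24h) to 1 (without replicate 2 of Emo-24h) for Emo-24h vs Sham-24h, 133 (without replicate 2 of Emo-24h) to 513 (without replicate 3 of Emo-24h) for Emo-24h vs SAP-24h and 384 (without replicate 2 of Emo-24h) to 878 (without replicate 3 of Emo-24h) for Emo-24h vs DEX-24h. Over the 12 libraries of an interaction, it was 0 (without replicate 3 of SAP-24h) to 14 (without replicate 1 of SAP-6h) for SAP, 0 (without replicate 2 of SAP-6h) to 47 (without replicate 2 of SAP-24h) for DEX and 1 (without replicate 2 of SAP-6h) to 590 (without replicate 2 of Emo-6h) for emodin. DE lncRNAs were 11 (without replicate 2 of Sham-24h) to 19 (without replicate 3 of Sham-24h) for SAP-24h vs Sham-24h and 3 (without replicate 2 of Emo-24h) to 12 (without replicate 3 of SAP-24h) for Emo-24h vs SAP-24h, and marker genes with an adjusted p under 0.05 were 22 (without replicate 1 of SAP-24h) to 45 (without replicate 3 of Emo-24h).

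The PC1 share of mRNAs, 20.0%, was 20.7% with centred genes, 28.0% with a mean of at least 1 FPKM and 25.8% with TMM-normalized log2 CPM (19.3 (without replicate 1 of Emo-6h) to 21.1 (without replicate 1 of SAP-24h) with 1 library left out). For lncRNAs it was 10.4% with log2(FPKM + 0.1), 19.8% with centred genes, 22.9% with at least 1 FPKM and 21.1% with TMM-normalized values (10.3 (without replicate 3 of Emo-24h) to 11.2 (without replicate 1 of SAP-24h)). With at least 1 FPKM, the difference in similarity to Sham-24h was 0.0146 for Emo-24h minus DEX-24h and 0.0213 for Emo-24h minus SAP-24h (exact permutation test, two-sided, p = 0.10 each). The return to the sham level with Con as the reference was 63.1% in Emo-24h, 41.6% in DEX-24h and -6.79% in DEX-6h, the last with its sign reversed. With 1 rat left out it was 25 (without replicate 2 of Emo-6h) to 57.1 (without replicate 1 of SAP-6h) in Emo-6h, -16.3 (without replicate 3 of SAP-6h) to 24.3 (without replicate 1 of SAP-6h) in DEX-6h and 47 (without replicate 3 of Sham-24h) to 64.4 (without replicate 2 of SAP-24h) in DEX-24h.

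The control trait set to 1 for Sham and Con together is the SAP trait with its sign turned, so that its relations repeat those with SAP and are no separate evidence. With it, 4 passed that did not with the Con trait: green (r = -0.491, adjusted p = 0.0138), grey (0.616, 0.00187), blue (-0.620, 0.0006) and magenta (-0.416, 0.0411, against 0.0575 with the SAP trait). With the SAP trait set to 1 for untreated SAP rats, green (0.0976, 0.799) and grey (-0.297, 0.284) no longer passed, and magenta (-0.084, 0.827) and yellow (-0.0848, 0.827) changed sign. With the mean of the scaled genes, grey was -0.0276 with time, a reversed sign, and -0.381 with SAP (adjusted p = 0.115). With log2(FPKM + 0.1), grey was -0.0213 with time, again reversed, and magenta passed with SAP (0.428, adjusted p = 0.0481). With FPKM without logarithm, blue was -0.0185 with emodin, reversed from a value near 0. With 1 library left out, the changed relations had r of -0.0987 (without replicate 1 of DEX-6h) to 0.242 (without replicate 3 of DEX-24h) for grey with time, -0.467 (without replicate 1 of SAP-24h) to -0.163 (without replicate 1 of DEX-6h) for blue with time, -0.0779 (without replicate 3 of Emo-6h) to 0.0715 (without replicate 1 of SAP-24h) for blue with emodin, 0.393 (without replicate 1 of Con-24h) to 0.451 (without replicate 2 of Emo-24h) for magenta with SAP, -0.131 (without replicate 1 of Con-24h) to 0.136 (without replicate 3 of Emo-6h) for yellow with time, -0.16 (without replicate 1 of Con-24h) to 0.0701 (without replicate 3 of Emo-6h) for yellow with control, -0.0144 (without replicate 3 of Emo-6h) to 0.198 (without replicate 1 of Con-24h) for yellow with SAP, -0.453 (without replicate 3 of Emo-6h) to -0.333 (without replicate 3 of DEX-24h) for yellow with DEX and -0.104 (without replicate 3 of Emo-6h) to 0.105 (without replicate 3 of Emo-24h) for black with emodin.

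Negative pairs were 30.5% of mRNA-mRNA pairs with log2(FPKM + 1), 32.8% with Spearman's rho and 29.5% with at least 1 FPKM. They were 21.7%, 32.2% and 38.0% of lncRNA-mRNA pairs and 0.787%, 1.89% and 7.41% of lncRNA-lncRNA pairs, and 31304 lncRNA-mRNA pairs passed with at least 1 FPKM. With 1 library left out, the negative shares were 23.9 (without replicate 1 of Emo-6h) to 29.1 (without replicate 2 of SAP-24h), 11.1 (without replicate 1 of Emo-6h) to 14.3 (without replicate 1 of SAP-24h) and 0.255 (without replicate 2 of Sham-24h) to 0.341 (without replicate 3 of SAP-6h) percent.

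Among 75 log2 fold changes of named genes, RLE scaling changed 0 calls. The 2-group model weakened 33 of 70, the exact test weakened 2 and strengthened 5, and DESeq2 weakened 1 and strengthened 7. The unadjusted p strengthened 11, the missing filter weakened 1, the FPKM filter strengthened 1 of 62 and the block weakened 2. Leaving out 1 library weakened 101 of 450, strengthened 5 and reversed 18. The reversals were all in DEX-24h vs SAP-24h: -0.233 to 0.117 for Nrp1, -0.083 to 0.462 for Fgfr4, -0.117 to 0.279 for Cdkn1a, -0.437 to 0.356 for Socs2, -0.031 to 0.424 for Rn60_7_1164.1, -0.534 to 0.218 for Rn60_20_0066.11, -0.634 to 0.008 for AABR07062477.2 and -0.892 to 0.31 for AABR07051639.1.

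The share of up-regulated mRNAs moved by more than 10 points as follows. At an unadjusted p there were 343 up and 149 down for Sham-24h vs Sham-6h, 217 and 183 for SAP-6h vs Con-6h, 429 and 165 for SAP-6h vs Sham-6h, 185 and 268 for DEX-6h vs SAP-6h, 295 and 203 for Emo-6h vs Sham-6h, 181 and 250 for Emo-6h vs SAP-6h, 812 and 323 for Emo-24h vs SAP-24h and 203 and 768 for the SAP interaction. With DESeq2 there were 126 and 43 for Sham-24h vs Sham-6h, 54 and 40 for SAP-6h vs Con-6h, 114 and 62 for Emo-6h vs Sham-6h, 4 and 15 for Emo-6h vs SAP-6h, 51 and 118 for the DEX interaction and 27 and 88 for the SAP interaction. The 6 libraries alone gave 16 and 3 for SAP-6h vs Con-6h, 147 and 78 for SAP-24h vs Con-24h, 2 and 1 for SAP-24h vs Sham-24h and 37 and 52 for Emo-6h vs DEX-6h. The exact test gave 12 and 59 for Emo-6h vs SAP-6h and 401 and 165 for Emo-24h vs SAP-24h. Without a filter on low counts there were 98 and 97 for the emodin interaction, and with a replicate block 1 and 7 for the SAP interaction.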

Differences from the paper's values

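No test for the values below was chosen only after the result was seen. Of 41 values of the paper, 23 differed from those found here, among them 18 of the 21 numbers of DE mRNAs, and 0 of the 10 module correlations differed. The module genes were chosen by the paper from these same libraries, so the module correlations are no independent check.

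The paper gives 4636 expressed lncRNAs, 1682 DE lncRNAs and 854327 lncRNA-mRNA pairs, and 1706, 138 and 125476 were found here. The paper's values also cover newly assembled lncRNAs, which were not analysed here. None of the alternatives set before the data were examined closed the gaps for DE lncRNAs and pairs. The paper gives 13.38% negative mRNA-mRNA pairs and, in Table S6, 6178066 such pairs in all, against 26.1% and 2935509 here, and none of the alternatives closed either gap. In Table S6 the paper's positive and negative mRNA-mRNA pairs, 4535033 and 825150, do not sum to its total, and the total less the positive pairs would be 26.6% of the total.

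Numbers of DE mRNAs in the paper were read by eye from Fig. 2E as the sum of 2 bars. With a 2-fold change, the paper's Methods require a p-value under 0.05 and its Results an FDR under 0.05. The gap was closed by an unadjusted p under 0.05 and by no other of the 8 alternatives where the paper's number was about 240 in Fig. 2E against 0 for Sham-6h vs Con-6h, about 320 in Fig. 2E against 154 for Sham-24h vs Con-24h, about 640 in Fig. 2E against 0 for Con-24h vs Con-6h, about 480 in Fig. 2E against 26 for SAP-6h vs Con-6h, about 570 in Fig. 2E against 33 for SAP-6h vs Sham-6h, about 910 in Fig. 2E against 383 for SAP-24h vs SAP-6h, about 540 in Fig. 2E against 80 for DEX-6h vs SAP-6h, about 510 in Fig. 2E against 3 for Emo-6h vs SAP-6h and about 1100 in Fig. 2E against 499 for Emo-24h vs SAP-24h. For 3 comparisons, none of the 8 alternatives set before the data were examined closed the gap: the paper's number was about 300 in Fig. 2E against 38 for Sham-24h vs Sham-6h, about 300 in Fig. 2E against 70 for Emo-6h vs Sham-6h and about 890 in Fig. 2E against 0 for Emo-24h vs Sham-24h. The gap was closed by an unadjusted p under 0.05 and DESeq2 and by no other of the 8 alternatives where the paper's number was about 1100 in Fig. 2E against 616 for DEX-6h vs Sham-6h and about 990 in Fig. 2E against 579 for DEX-24h vs SAP-24h. The gap was closed by an unadjusted p under 0.05 and edgeR's exact test and by no other of the 8 alternatives where the paper's number was about 1300 in Fig. 2E against 651 for DEX-24h vs Sham-24h and about 1500 in Fig. 2E against 797 for Emo-24h vs DEX-24h. The gap was closed by an unadjusted p under 0.05, edgeR's exact test and DESeq2 and by no other of the 8 alternatives where the paper's number was about 1700 in Fig. 2E against 1101 for DEX-24h vs DEX-6h. The gap was closed by edgeR's exact test and DESeq2 and by no other of the 8 alternatives where the paper's number was about 430 in Fig. 2E against 221 for Emo-6h vs DEX-6h. For Sham-24h vs Con-24h, 1 fit without a library also came within the limit. Where 0 is given here, 270 mRNAs for Sham-6h vs Con-6h, 512 for Con-24h vs Con-6h and 199 for Emo-24h vs Sham-24h passed at an unadjusted p under 0.05.

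The paper states that Sham vs Con had the fewest DEGs. Here Sham-24h vs Con-24h had 154, and Emo-24h vs Sham-24h and Con-24h vs Con-6h had 0. More mRNAs were lower than higher in SAP than in Sham in the paper. Here 28 were higher and 5 lower at 6 hours, while at 24 hours 309 were higher and 470 lower, the direction that the paper states. For DEX-6h, where the paper states more down-regulated mRNAs, 43 were up-regulated and 37 down-regulated against SAP-6h, and 351 and 265 against Sham-6h (against SAP-6h, 185 and 268 at an unadjusted p, 118 and 148 with edgeR's exact test, and more down-regulated ones also with a replicate block). For Emo-6h vs Sham-6h, 34 were higher and 36 lower, where the paper has more up-regulated ones (295 and 203 at an unadjusted p, 114 and 62 with DESeq2, 38 and 37 with edgeR's exact test). For Con-24h vs Con-6h, where the paper states more down-regulated mRNAs, 0 were called, with 124 up-regulated and 388 down-regulated at an unadjusted p. Of the 6 modules followed here, 2 passed with time and 3 with SAP after adjustment, where the paper states 6 for each among its modules. The paper's text names blue as the module related to control, while in Fig. 4E, read by eye, the value stands beside salmon, which was not followed here, and the adjusted p of blue was 0.0928 here (0.0006 with the trait set to 1 for Sham and Con together, which is the SAP trait with its sign turned). The paper states, with qPCR data and without a time point, a further increase of Cdkn1a under DEX. In the counts, its log2 fold change in DEX-24h vs SAP-24h was 0.02 (adjusted p = 0.985, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 6 hours it was 1.39 (adjusted p = 0.166 in the same edgeR test), with every DEX rat above every SAP rat, the direction that the paper states. The qPCR values were not analysed here. The paper states a negative relation of AABR07062477.2 with Nrp1, and r was 0.654 here.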

Other observations

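The tests of read processing and of the shares of mapped reads on the DE mRNAs of SAP-24h, of receptor reads without replicate 3 of Emo-6h, of permuted pairs, and of a response or a variant as the cause of the Rps6 levels were chosen only after the result was seen.

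In models of the 6 libraries of each comparison, the real grouping was the only 1 of the 10 splits with as many DE mRNAs in 12 comparisons. It called 1265 for Emo-24h vs Emo-6h (at most 1 in another split), 1023 for DEX-24h vs DEX-6h (2), 810 for Emo-24h vs DEX-24h (1), 514 for DEX-24h vs Sham-24h (0), 344 for DEX-6h vs Sham-6h (12), 225 for SAP-24h vs Con-24h (0), 219 for DEX-24h vs SAP-24h (4), 175 for SAP-24h vs SAP-6h (16), 97 for DEX-6h vs SAP-6h (1), 89 for Emo-6h vs DEX-6h (0), 19 for SAP-6h vs Con-6h (0) and 3 for SAP-24h vs Sham-24h (1). For the other 9 comparisons the real grouping gave 0 (270 at an unadjusted p under 0.05 with all libraries for Sham-6h vs Con-6h), so that 10 of 10 splits gave as many. In these 9, other splits gave up to 40 for Sham-6h vs Con-6h, 36 for SAP-6h vs Sham-6h and 34 for Sham-24h vs Sham-6h. With 10 splits the share is never below 10%, so that it cannot pass a threshold of 5% however far the real number lies above the others.

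If read processing that follows the infusion alone had made the DE mRNAs of SAP-24h vs Sham-24h, Emo-24h would carry the same change, but a median of 17.55% of it was left there. In its shares of mapped reads Emo-24h lay 35.0% (uniquely mapped) and 45.9% (gene reads per uniquely mapped read) of the way from SAP-24h to Sham-24h, so processing in proportion to them would leave more. In the same genes, a median of 29.2% of the change was present in SAP-6h vs Sham-6h (21.3% to 35.3% with 1 rat left out), 28.7% in Emo-6h vs Sham-6h and 33.6% in DEX-6h vs Sham-6h, although the uniquely mapped shares differ about as much there. This argues against the shares in any relation as the whole cause, and a part stays open. The number of DE mRNAs in SAP-6h vs Sham-6h may be lowered by the depth of replicate 3 of SAP-6h. When replicate 3 of SAP-24h was thinned to 16813942 reads, 775 DE mRNAs were called in SAP-24h vs Sham-24h in place of 779, which speaks against depth.

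More DE mRNAs were higher than lower in Emo-24h vs Emo-6h. Background reads from outside spliced transcripts would raise olfactory and vomeronasal receptor genes, which lung should lack, and the lowest Emo-24h library had 0.212 times the receptor CPM of the highest Emo-6h library (165 genes). Without that library, replicate 3 of Emo-6h, it had 1.08 times, so this value decides nothing and background stays open. Of the 929 higher mRNAs, 94 had a mean of at least 10 FPKM. The FPKM that background reads can reach was not measured, so that this number does not decide it either.

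Single libraries do not account for 2 of the module relations. Blue with SAP had an adjusted p of 0.000675 without replicate 1 of SAP-24h, and yellow with emodin 0.0255 without replicate 3 of Emo-6h. Among lncRNA-mRNA pairs, which were mostly positive, genes with reads in few libraries may be a source, since 56892 pairs passed after each gene was permuted.

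Rps6 had 1.64 to 4.27 CPM in 14 libraries and 48.8 to 125 in 16. The other S6 gene changed by -27.2 CPM between Sham-24h and SAP-24h, while Rps6 lost 107, so that reads moved to it are excluded. The 78 other ribosomal protein genes had a median log2 fold change of -0.0129. A response to taurocholate is excluded, since 6 Sham and Con libraries were at the low level. A variant that some rats carry may be the source, with both levels in 5 groups, but no value decides it. A scan of 15934 genes for such gaps found 5, chosen after their values were seen: Rps6, RGD1562652, AABR07064061.1, LOC680624 and AABR07021734.2.

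AABR07051642.1 and AABR07051639.1 had r of 0.708 and 0.691 with the B cell and plasma cell list over 30 libraries (adjusted p = 0.00018 and 0.00012; rho = 0.673 and 0.668; 0.587 and 0.517 without 2 libraries). Within the 15 libraries of a time point, AABR07051639.1 had r = 0.716 at 6 hours (permutation p = 0.00734; 0.239 without 2 libraries) and 0.696 at 24 hours (permutation p = 0.00424; 0.589 without 2), so that reads from immunoglobulin transcripts may be its source. AABR07051642.1 had 0.873 at 6 hours (permutation p = 0.00065; 0.513 without 2) and 0.513 at 24 hours (permutation p = 0.0516; 0.575 without 2). Its rho at 24 hours was 0.668 (permutation p = 0.00797), against 0.700 for AABR07051639.1 (permutation p = 0.005). These values do not clearly separate the 2 lncRNAs, and for neither can this source be told apart from another.

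Lymphocyte lists were lower in DEX-24h than in SAP-24h: the T cell list by a median of -0.62 (-1.02 without replicate 1 of DEX-24h) and the B cell and plasma cell list by -1.30, with 3 of 8 genes at an adjusted p under 0.05 (4 over the list alone; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The fall of the T cell list (-0.621) is part of this pattern, so that a smaller share of lymphocytes and less transcription in them cannot be told apart by it. Among the other lists, the neutrophil list (-1.34) was lower, the alveolar type 2 list (-0.17; -0.05 without replicate 1 of DEX-24h) and the endothelial list (0.10) had genes both higher and lower, and the alveolar type 1 list (0.33; 0.06 without replicate 1 of SAP-24h) was higher.

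The interferon response list was higher in Emo-6h than in SAP-6h by 2.80, and replicate 3 of Emo-6h may be the source, since the median was -0.399 without it. In Emo-24h it was higher by 2.53, and at least 1.64 with any library left out (4.14 without replicate 1 of SAP-24h), with 0 of 9 genes at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

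In SAP-24h vs Sham-24h, the neutrophil list had a median of 1.75 (8 of 8 genes higher, 1 with an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4 over the list alone; 3.87 without replicate 3 of Sham-24h), the alveolar type 1 list -0.71 (-0.38 without replicate 1 of SAP-24h), the alveolar type 2 list 0.43, the ciliated list -0.39 and the heart muscle list -1.26 (-0.48 without replicate 1 of Sham-24h and -3.73 without replicate 3 of SAP-24h). The red blood cell list was higher in SAP-6h than in Sham-6h by 2.08 (6 of 7 genes with an adjusted p under 0.05 over the list alone in the same edgeR test). Glucocorticoid targets were higher in DEX-6h than in SAP-6h by 0.74 (12 of 12 genes higher, 4 with an adjusted p under 0.05 over the list alone in the same edgeR test) and lower in Emo-24h than in SAP-24h by a median of -0.89 (11 of 12 lower).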
